# Mineralocorticoid receptor antagonists and glucocorticoids differentially affect skeletal muscle inflammation and pathology in muscular dystrophy

**DOI:** 10.1172/jci.insight.159875

**Published:** 2022-10-10

**Authors:** Zachary M. Howard, Chetan K. Gomatam, Charles P. Rabolli, Jeovanna Lowe, Arden B. Piepho, Shyam S. Bansal, Federica Accornero, Jill A. Rafael-Fortney

**Keywords:** Muscle Biology, Cytokines, Innate immunity, Skeletal muscle

## Abstract

Mineralocorticoid receptor antagonists (MRAs) slow cardiomyopathy in patients with Duchenne muscular dystrophy (DMD) and improve skeletal muscle pathology and function in dystrophic mice. However, glucocorticoids, known antiinflammatory drugs, remain a standard of care for DMD, despite substantial side effects. Exact mechanisms underlying mineralocorticoid receptor (MR) signaling contribution to dystrophy are unknown. Whether MRAs affect inflammation in dystrophic muscles and how they compare with glucocorticoids is unclear. The MRA spironolactone and glucocorticoid prednisolone were each administered for 1 week to dystrophic *mdx* mice during peak skeletal muscle necrosis to compare effects on inflammation. Both drugs reduced cytokine levels in *mdx* quadriceps, but prednisolone elevated diaphragm cytokines. Spironolactone did not alter myeloid populations in *mdx* quadriceps or diaphragms, but prednisolone increased F4/80^hi^ macrophages. Both spironolactone and prednisolone reduced inflammatory gene expression in myeloid cells sorted from *mdx* quadriceps, while prednisolone additionally perturbed cell cycle genes. Spironolactone also repressed myeloid expression of the gene encoding fibronectin, while prednisolone increased its expression. Overall, spironolactone exhibits antiinflammatory properties without altering leukocyte distribution within skeletal muscles, while prednisolone suppresses quadriceps cytokines but increases diaphragm cytokines and pathology. Antiinflammatory properties of MRAs and different limb and respiratory muscle responses to glucocorticoids should be considered when optimizing treatments for patients with DMD.

## Introduction

Chronic inflammation exacerbates skeletal muscle pathology in Duchenne muscular dystrophy (DMD) and will likely persist even if emerging genetic therapies are successful. Inflammation is required for efficient wound healing following muscle injury (1). However, continuous cycles of skeletal myofiber necrosis and regeneration resulting from dystrophin protein absence in DMD lead to continual inflammation, dysregulate regeneration, promote fibrosis, and result in loss of ambulation in an individual’s late teenage years (1–4). Glucocorticoids are a standard of care for DMD, delaying loss of ambulation for an average of 3 years, but they have numerous side effects — including osteoporosis, cataracts, and behavioral changes — that are only partially mitigated by intermittent treatment regimens (5–8). Emerging genetic medicines, including gene therapy with microdystrophins, may improve DMD to a less severe Becker muscular dystrophy, but they fail to target muscle stem cells. Therefore, inflammation will likely persist, even if these therapies are successful, requiring antiinflammatory alternatives to glucocorticoids (9).

Glucocorticoids induce antiinflammatory signaling by binding and activating glucocorticoid receptors (GR), which are steroid hormone receptor transcription factors in immune and nonimmune cells (10). Adaptive immune cell functions, specifically subsets of T cells and B cells, are inhibited by glucocorticoids in numerous in vivo and in vitro models of human disease (11–15). Glucocorticoids also affect innate myeloid immune cells, including DCs, monocytes, and macrophages, although many of these studies used in vitro treatments and never in the context of skeletal muscles or DMD (16–18).

Mineralocorticoid receptor antagonists (MRAs) are beneficial for numerous diseases and injuries (19). The endogenous mineralocorticoid, aldosterone, is the primary agonist for mineralocorticoid receptor (MR) and is normally produced by the adrenal glands. Aldosterone is also produced by aldosterone synthase (CYP11B2) in infiltrating myeloid immune cells in dystrophic muscles (20, 21). However, endogenous glucocorticoids (cortisol, corticosterone) have a high affinity for MR and are present at higher serum concentrations than aldosterone (22). Expression of 11 β-hydroxysteroid dehydrogenase type 2 (11β-HSD2), the intracellular enzyme that inactivates cortisol to promote aldosterone selectivity for MR, is also found within dystrophic skeletal muscles, indicating a role for MR in dystrophic muscles (20). Although MRAs were originally used in renal and cardiovascular diseases as a diuretic, they also dampen proinflammatory cytokine signaling and enhance M2 macrophage functions that synergize to arrest fibrosis (23, 24). Myeloid cell MR KO in various renal and cardiovascular preclinical disease models recapitulates improvements and antiinflammatory properties observed with MRA usage, indicating a role of myeloid MR signaling in pathological states (25–28).

Clinical trial and preclinical data support MRA use to slow cardiomyopathy progression in patients with DMD and in mice (29–31). MRAs also improve function and pathology of dystrophic mouse limb and respiratory skeletal muscles (30, 32–36). Glucocorticoids dampen this efficacy, since both drug classes compete for binding to the same receptors (34). Treatment of healthy human myotubes in vitro with MRAs or glucocorticoids in parallel results in different but overlapping gene expression profiles that indicate potential antiinflammatory functions of MRAs in muscle tissue (37). Since MRAs are safe and effective for DMD cardiomyopathy, comparing how MRAs and glucocorticoids affect myeloid inflammation is crucial for improving skeletal muscle treatments for DMD and for expanding the possible use of MRAs for other inflammatory diseases.

To determine how MRAs and glucocorticoids differentially affect inflammation in dystrophic tissues, we treated *mdx* mice short-term with the MRA spironolactone or the glucocorticoid prednisolone during peak dystrophic skeletal muscle necrosis and inflammation (38). From the treated mice, we analyzed skeletal muscle cytokine and chemokine levels, quantified myeloid cell populations in the limb and respiratory muscles, sorted myeloid cells from limb muscles for RNA-Seq, and assessed histological indicators of myofiber damage and fibrosis.

## Results

### Spironolactone and prednisolone reduced chemokine and cytokine levels in dystrophic quadriceps, but prednisolone increased chemokine and cytokine levels in dystrophic diaphragms.

To compare the antiinflammatory effects of GR agonism and MR antagonism on dystrophic muscles, we first performed unbiased assessments of cytokine and chemokine levels in muscles from dystrophin-deficient *mdx* mice after short-term treatment during the peak inflammatory phase (Figure 1). Proteome profiler arrays showed that short-term treatment with prednisolone, the active metabolite of the GR agonist prednisone, decreased numerous chemokines 20% or more; these chemokines included eotaxin (66%), CCL2 (27%), CCL4 (88%), CCL5 (77%), CCL12 (77%), CXCL1 (78%), CXCL2 (98%), CXCL9 (87%), CXCL10 (74%), and CXCL11 (58%) (Figure 1, A and E, and Table 1). Prednisolone also decreased numerous cytokines at least 20%, such as TNF-α (49%), IL-1α (75%), IL-1β (94%), IL-2 (33%), IL-4 (65%), IL-10 (83%), IL-12 (64%), IL-17 (76%), and TREM-1 (93%) (Figure 1, A and E, and Table 2).

Treatment with the MRA spironolactone resulted in reductions of a highly overlapping set of chemokines and cytokines, as observed with GR agonism. Spironolactone reduced, by at least 20% in *mdx* quadriceps, most of the same chemokines as prednisolone, such as CCL2 (32%), CCL4 (52%), CCL12 (51%), CXCL1 (75%), CXCL2 (93%), CXCL9 (22%), and CXCL10 (41%) — and it additionally reduced CCL3 (74%) (Figure 1, A and C, and Table 1). Spironolactone treatment also reduced most of the same cytokines as prednisolone in quadriceps — TNF-α (27%), IL-1β (78%), IL-2 (50%), IL-4 (62%), IL-10 (38%), IL-12 (37%), IL-17 (45%), and TREM-1 (83%) — supporting highly conserved antiinflammatory effects of spironolactone and prednisolone in dystrophic quadriceps muscles (Figure 1, A and C, and Table 2). Both spironolactone and prednisolone increased the cytokine IFN-γ 1.2-fold compared with vehicle in *mdx* quadriceps (Figure 1, A, C, and E, and Table 2). Spironolactone did not increase any quadriceps chemokines, and prednisolone only increased CXCL13 (2.0-fold) compared with vehicle (Figure 1, A, C, and E, and Table 1).

Since quadriceps muscles continue to regenerate during the *mdx* mouse lifespan, we additionally conducted global cytokine and chemokine analyses on the more fibrotic diaphragm respiratory muscle from prednisolone or spironolactone-treated *mdx* mice. In contrast to the reductions observed in quadriceps, prednisolone-treatment substantially elevated *mdx* diaphragm chemokine levels (Figure 1, B and F, and Table 1). Only CCL12 was reduced by prednisolone. Prednisolone increased chemokines in the diaphragm that were reduced in quadriceps, such as eotaxin (1.5-fold), CCL2 (1.2-fold), CCL4 (2.3-fold), CXCL1 (1.8-fold), CXCL2 (6.4-fold), CXCL9 (1.3-fold), and CXCL11 (2.7-fold); it additionally increased CCL3 (2.8-fold) and CXCL13 (1.1-fold). Cytokines that were reduced in quadriceps were also markedly elevated in prednisolone-treated *mdx* diaphragms; these cytokines included TNF-α (6.2-fold), IL-1α (1.4-fold), IL-1β (2.8-fold), IL-2 (2.0-fold), IL-4 (2.2-fold), IL-10 (1.5-fold), IL-12 (3.0-fold), IL-17 (4.9-fold), and TREM-1 (3.8-fold) (Figure 1, B and F, and Table 2). Prednisolone increased IFN-γ (3.4-fold) in the diaphragm, as well as in the quadriceps.

Spironolactone only reduced CXCL2 (22%) and CXCL11 (28%) chemokines and IL-4 (35%) cytokine in *mdx* diaphragms (Figure 1, B and D, and Table 1). Spironolactone elevated most of the same chemokines and cytokines in the diaphragm as prednisolone, although to a much lesser extent. Chemokines slightly increased by spironolactone included eotaxin (1.1-fold), CCL2 (1.2-fold), CCL3 (1.3-fold), CCL4 (1.2-fold), CCL12 (1.2-fold), CXCL1 (1.6-fold), CXCL9 (1.3-fold), and CXCL10 (1.1-fold). Cytokines that increased modestly in spironolactone-treated *mdx* diaphragms were TNF-α (1.1-fold), IL-1α (1.7-fold), IL-12 (1.9-fold), and TREM-1 (1.8-fold).

An ELISA for IL-1β was used to further validate cytokine array results. IL-1β levels in quadriceps soluble protein homogenates were significantly reduced with prednisolone treatment in comparison with vehicle treatment of *mdx* mice (10.1 ± 1.2 pg/mL versus 17.5 ± 1.9 pg/mL; *P* = 0.0418). IL-1β also trended lower with spironolactone treatment (13.2 ± 1.5 pg/mL) to levels similar to WT C57BL/10 (C57) mice (12.6 ± 1.3 pg/mL).

### Prednisolone, but not spironolactone, altered the density and percentage of F4/80^hi^ macrophages in mdx quadriceps.

We next determined whether the overall reductions in proinflammatory cytokines and chemokines within quadriceps muscles due to short-term prednisolone or spironolactone treatment changed inflammation at the cellular level. Myeloid populations from quadriceps of *mdx* mice following spironolactone or prednisolone treatment from 3.5 to 4.5 weeks of age were quantified using flow cytometry and compared with vehicle-treated *mdx* controls. The skeletal muscle gating strategy is shown in Supplemental Figure 1A (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.159875DS1). Isotype controls are displayed in Supplemental Figure 1B. Representative flow cytometry gating dot plots are displayed for myeloid cell (Figure 2A), neutrophil (Figure 2B), infiltrating monocyte (Figure 2C), macrophage (Figure 2D), CD206^+^ macrophage (Figure 2E), and F4/80^hi^ macrophage (Figure 2F) populations in treated and vehicle control *mdx* quadriceps. The densities of myeloid cells (1,753 ± 185 cells/mg versus 2,131 ± 222 cells/mg; *P* = 0.356), neutrophils (164 ± 30 cells/mg versus 171 ± 16 cells/mg; *P* = 0.859), infiltrating monocytes (144 ± 31 cells/mg versus 135 ± 20 cells/mg; *P* = 0.823), macrophages (1,301 ± 136 cells/mg versus 1,647 ± 187 cells/mg; *P* = 0.313), CD206^+^ macrophages (248 ± 32 cells/mg versus 284 ± 24 cells/mg; *P* = 0.698), and F4/80^hi^ macrophages (445 ± 58 cells/mg versus 554 ± 66 cells/mg; *P* = 0.229) were not different in spironolactone-treated *mdx* quadriceps relative to vehicle controls (Figure 2G). Prednisolone significantly increased the density of F4/80^hi^ macrophages (1,094 ± 210 cells/mg versus 554 ± 66 cells/mg; *P* = 0.027) but did not significantly change the density of myeloid cells (2,578 ± 380 cells/mg versus 2,131 ± 222 cells/mg; *P* = 0.277), neutrophils (155 ± 25 cells/mg versus 171 ± 16 cells/mg; *P* = 0.655), infiltrating monocytes (106 ± 26 cells/mg versus 135 ± 20 cells/mg; *P* = 0.443), macrophages (2,103 ± 324 cells/mg versus 1,647 ± 187 cells/mg; *P* = 0.185), or CD206^+^ macrophages (451 ± 98 cells/mg versus 284 ± 24 cells/mg; *P* = 0.079) compared with vehicle controls.

Spironolactone treatment did not affect the percentage of myeloid cells (96.2% ± 0.2% versus 96.1% ± 0.2% CD45^+^; *P* = 0.870), neutrophils (9.2% ± 1.3% versus 7.6% ± 0.6% CD11b^+^; *P* = 0.281), infiltrating monocytes (7.6% ± 1.1% versus 6.7% ± 0.9% CD11b^+^; *P* = 0.534), macrophages (75.0% ± 2.5 versus 76.8% ± 1.9% CD11b^+^; *P* = 0.559) as a percentage of total myeloid cells, CD206^+^ macrophages (19.8% ± 1.9% versus 17.9% ± 1.4% CD64^+^; *P* = 0.436), or F4/80^hi^ macrophages (33.7% ± 1.8% versus 35.6% ± 2.4% CD64^+^; *P* = 0.553) within *mdx* quadriceps relative to vehicle controls (Figure 2H). Prednisolone significantly and substantially increased the percentage F4/80^hi^ macrophages (49.6% ± 2.6% versus 35.6% ± 2.4% CD64^+^; *P* < 0.001) compared with vehicle controls. Prednisolone also mildly, but significantly, increased the percentage of myeloid cells (97.4% ± 0.3% versus 96.1% ± 0.2% CD45^+^; *P* < 0.001). Prednisolone treatment did not significantly change the percentages of neutrophils (6.5% ± 0.9% versus 7.6% ± 0.6% CD11b^+^; *P* = 0.440), infiltrating monocytes (4.0% ± 0.9% versus 6.7% ± 0.9% CD11b^+^; *P* = 0.067), macrophages (81.6% ± 1.9% versus 76.8% ± 1.9% CD11b^+^; *P* = 0.128), or CD206^+^ macrophages (20.2%± 1.7% versus 17.9% ± 1.4% CD64^+^; *P* = 0.345) in quadriceps muscles relative to vehicle-treated *mdx* controls. All myeloid populations represented as the percentage of total CD45^+^ cells were also calculated (Supplemental Figure 2B). An association between CD206 and F4/80^hi^ macrophage surface markers was found and represented in a t-distributed stochastic neighbor embedding (tSNE) plot; 69.2% ± 1.5% of vehicle-treated *mdx* quadriceps CD206^+^ macrophages were F4/80^hi^ and 38.6% ± 2.8% of F4/80^hi^ macrophages were CD206^+^ (Supplemental Figure 2A).

### Prednisolone, but not spironolactone, altered the percentage of F4/80^hi^ macrophages in mdx diaphragms.

We next quantified myeloid cells from diaphragms of spironolactone or prednisolone-treated *mdx* mice as done for quadriceps-derived cells. The representative flow cytometry gating dot plots are shown for myeloid cell (Figure 3A), neutrophil (Figure 3B), infiltrating monocyte (Figure 3C), macrophage (Figure 3D), CD206^+^ macrophage (Figure 3E), and F4/80^hi^ macrophage (Figure 3F) populations in treated and vehicle control *mdx* diaphragms. The density of myeloid cells (614 ± 126 cells/mg versus 879 ± 209 cells/mg; *P* = 0.287), neutrophils (104 ± 21 cells/mg versus 78 ± 14 cells/mg; *P* = 0.421), infiltrating monocytes (71 ± 20 cells/mg versus 57 ± 16 cells/mg; *P* = 0.543), macrophages (347 ± 81 cells/mg versus 542 ± 124 cells/mg; *P* = 0.208), CD206^+^ macrophages (34 cells/mg ± 6 versus 50 ± 10 cells/mg; *P* = 0.172), and F4/80^hi^ macrophages (28 ± 4 cells/mg versus 61 ± 13 cells/mg; *P* = 0.070) were not significantly different in spironolactone-treated *mdx* diaphragms compared with vehicle controls (Figure 3G). Prednisolone treatment did not significantly shift the diaphragm densities of myeloid cells (479 ± 165 cells/mg versus 879 ± 209 cells/mg; *P* = 0.116), neutrophils (84 ± 26 cells/mg versus 78 ± 14 cells/mg; *P* = 0.842), infiltrating monocytes (28 ± 9 cells/mg versus 57 ± 16 cells/mg; *P* = 0.221), macrophages (275 ± 105 cells/mg versus 542 ± 124 cells/mg; *P* = 0.092), CD206^+^ macrophages (28 ± 7 cells/mg versus 50 ± 10 cells/mg; *P* = 0.070), or F4/80^hi^ macrophages (42 ± 17 cells/mg versus 61 ± 13 cells/mg; *P* = 0.382) compared with vehicle-treated *mdx* mice.

Similar to quadriceps, treatment with spironolactone did not significantly change the percentage of diaphragm myeloid cells (88.9% ± 0.6% versus 87.4% ± 1.1% CD45^+^; *P* = 0.369), neutrophils (18.0% ± 3.0% versus 12.5% ± 1.2% CD11b^+^; *P* = 0.128), infiltrating monocytes (10.8% ± 1.5% versus 9.3% ± 1.5% CD11b^+^; *P* = 0.447), macrophages (56.1% ± 3.7% versus 61.0% ± 3.1% CD11b^+^; *P* = 0.374) as a percentage of total myeloid cells, CD206^+^ macrophages (10.7% ± 1.2% versus 10.3% ± 1.3% CD64^+^; *P* = 0.851), or F4/80^hi^ macrophages (9.0% ± 1.0% versus 9.7% ± 1.4% CD64^+^; *P* = 0.679) in *mdx* diaphragms relative to vehicle-treated controls (Figure 3H).

Prednisolone significantly increased percentages of myeloid cells (93.1% ± 1.4% versus 87.4% ± 1.1% CD45^+^; *P* = 0.002) and F4/80^hi^ macrophages (15.7% ± 2.1% versus 9.7% ± 1.4% CD64^+^; *P* = 0.043) in *mdx* diaphragms relative to vehicle controls. Neutrophil (18.9% ± 2.7% versus 12.5% ± 1.2% CD11b^+^; *P* = 0.082), infiltrating monocyte (5.8% ± 0.8% versus 9.3% ± 1.5% CD11b^+^; *P* = 0.073), macrophage (56.0% ± 4.4% versus 61.0% ± 3.1% CD11b^+^; *P* = 0.371), and CD206^+^ macrophage (13.0% ± 1.9% versus 10.3% ± 1.3% CD64^+^; *P* = 0.211) percentages were not significantly affected by prednisolone treatment in *mdx* diaphragms. All diaphragm myeloid populations represented as the percentage of total CD45^+^ cells were also calculated (Supplemental Figure 2C). Similar to the observation in quadriceps, the macrophage association between CD206 and F4/80^hi^ was also found in the diaphragm. Macrophages positive for CD206 were 35.4% ± 1.8% F4/80^hi^ while 47% ± 7.2% of macrophages displaying F4/80^hi^ were CD206^+^ (Supplemental Figure 2A).

### Prednisolone and spironolactone have contrasting effects on molecular signatures of myeloid cells in dystrophic muscles.

Since dystrophic quadriceps muscle cytokine levels were reduced similarly by both prednisolone and spironolactone, but myeloid cell populations were changed only by prednisolone, we next determined how each drug affects the molecular signatures of skeletal muscle myeloid cells. 

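The RNA-Seq compared 3 groups of *mdx* mice, a model of DMD that lacks dystrophin. Mice were given vehicle, the MR antagonist spironolactone (250 mg/L, 37.5 mg/kg per day), or the glucocorticoid prednisolone (6.7 mg/L, 1 mg/kg per day) for 7 days and were 4.5 weeks old at collection. CD45 marks leukocytes, and CD11b marks myeloid cells such as macrophages, monocytes, and neutrophils. Each group has 3 libraries, and each library holds sorted CD45+CD11b+ cells pooled from the quadriceps of 3 mice, so that each replicate is a pool and not a single animal. The deposited counts of the authors list 50559 genes in each of the 9 libraries, and the median number of counts on genes was 32547837 in vehicle, 32160752 in spironolactone, and 32856170 in prednisolone libraries. For the values given with the results, differences were tested from these counts with the quasi-likelihood test of edgeR, two-sided, with all 9 libraries in one fit and 16618 genes left by the low-count filter. Genes were called at a Benjamini-Hochberg adjusted *P* under 0.05. Changes are log2 fold changes ± SE from that fit, levels are group means ± SD in counts scaled to the normalized library total (CPM), and gene positions are those of GENCODE on the mm39 (GRCm39) genome. The paper does not state whether reads were counted by strand, so that the counts of a gene that overlaps another on the opposite strand may not come from that gene alone. Overlaps are those of whole genes, introns included, and whether the exons overlap was not checked.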

RNA was isolated from myeloid cells after FACS from spironolactone-, prednisolone-, or vehicle-treated *mdx* quadriceps muscles using the same 1-week treatment regimen as for the flow cytometry experiments. 

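The spironolactone and prednisolone libraries were also compared with each other. With adjusted *P* under 0.05, 859 genes differed, 395 higher and 464 lower with spironolactone than with prednisolone, and 3742 genes had an unadjusted *P* under 0.05. The authors' deposited table of this comparison holds 1594 genes under the same threshold, 731 higher and 863 lower with spironolactone. The count ranged from 232 genes without prednisolone replicate 2 to 1898 genes without vehicle replicate 1 over the 9 fits that each left out 1 library, and was 1598 when only these 2 groups were fitted.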

Myeloid cell gene expression signatures from prednisolone- and spironolactone-treated mice were different from each other and from vehicle-treated *mdx* mice (Figure 4, A–C). Indeed, principal component analysis (PCA) revealed clear separation between vehicle and each of the treatments (Figure 4A). 

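On variance-stabilized counts of the 500 most variable genes, the first principal component (PC1) held 46.2% of the variance and the second 17.0%. On PC1 the prednisolone libraries lay from -10.2 to -8.49 and the spironolactone libraries from 5.35 to 10.9. Vehicle replicates 1 and 2 lay between them, at -3.16 and -1.37, whereas vehicle replicate 3, at 9.35, lay within the range of the spironolactone libraries. On the second component vehicle replicate 3, at 7.98, lay above the spironolactone libraries (-4.87 to 0.34). On the third, all vehicle libraries (-6.82 to -3.10) lay below all libraries of the drugs (0.72 to 5.71). The mean distance between libraries of the same group was 17.9 for vehicle, 11.5 for spironolactone, and 10.1 for prednisolone. An exact permutation test over the 280 ways to split the 9 libraries into 3 groups of 3 gave a pseudo-F of 3.29 (one-sided *P* = 0.0107). For pairs of groups, where 10 splits allow no exact *P* below 0.1, the pseudo-F was 1.61 for vehicle and spironolactone (exact permutation *P* = 0.3), 2.59 for vehicle and prednisolone (exact permutation *P* = 0.1, the smallest the splits can give), and 7.86 for the 2 drugs (exact permutation *P* = 0.1, again the smallest). The setting that moved the PC1 share most was log2 CPM in place of variance-stabilized counts, which gave 32.3%.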

The differential impact that each of the treatments had on gene expression in myeloid cells is further highlighted by global visualization of all differentially regulated transcripts (Figure 4B and Supplemental Tables 1 and 2). 

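Of the 16618 genes tested, 3273 (19.7%) had all 3 prednisolone libraries outside the range of the vehicle libraries, and 2242 (13.5%) had all 3 spironolactone libraries outside it; chance gives 10%. The genes with the smallest adjusted *P* were named by a fixed rule that also asks for a log2 fold change of at least 1 in size and for every treated library outside the vehicle range. Higher with prednisolone were *Prg4* (10.9 ± 2.11 CPM in vehicle, 39.5 ± 7.86 in prednisolone; log2 fold change 1.86 ± 0.18, adjusted *P* = 0.000408), *Myo1d* (17.0 ± 1.57 and 35.2 ± 2.20 CPM; 1.05 ± 0.11, adjusted *P* = 0.000408), and *Cspg4* (22.8 ± 5.12 and 67.4 ± 8.65 CPM; 1.56 ± 0.16, adjusted *P* = 0.000495). Lower with prednisolone were *Wfdc17* (134 ± 15.2 and 66.7 ± 3.52 CPM; -1.01 ± 0.10, adjusted *P* = 0.000408) and *Inpp5j* (14.6 ± 4.32 and 3.05 ± 0.75 CPM; -2.25 ± 0.22, adjusted *P* = 0.000408), besides the chemokine gene *Ccl4*. *Inpp5j* overlaps *Pla2g3*, *Prg4* overlaps *Tpr*, and *Myo1d* overlaps *Gm31109*, *Gm71879*, and *Gm74119*, each on the opposite strand. These prednisolone genes stayed past the threshold in all 12 alternatives to the tool, normalization, filter, and covariates and in all 9 fits that each left out 1 library. Higher with spironolactone were *LOC118568479* (2.26 ± 0.26 and 8.34 ± 3.02 CPM; 1.88 ± 0.26, adjusted *P* = 0.0437) and *Aplnr* (5.67 ± 1.41 and 14.1 ± 1.58 CPM; 1.31 ± 0.19, adjusted *P* = 0.0437), which were past it in 8 of the 12 alternatives and in 4 and 3 of the 9 fits; without spironolactone replicate 3 neither was (adjusted *P* = 0.157 for both).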

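Against vehicle, 293 genes differed with prednisolone (167 higher, 126 lower) and 3 with spironolactone (all 3 higher), at adjusted *P* under 0.05. The 3 genes were *Aplnr*, *LOC118568479*, and *Col15a1* (28.5 ± 2.94 CPM in vehicle, 47.7 ± 5.08 in spironolactone; log2 fold change 0.74 ± 0.11), which overlaps *Gm12426* and *Gm52732* on the opposite strand. An unadjusted *P* under 0.05 was found for 2360 genes with prednisolone and 1543 with spironolactone. No gene was past the threshold with both drugs, and 383 genes had an unadjusted *P* under 0.05 with both, 83 of them in opposite directions. In the authors' deposited tables, 390 genes are higher and 296 lower with prednisolone, 181 are higher and 82 lower with spironolactone, and the shared genes divide into 13 higher with both, 32 lower with both, and 8 opposite. All genes called in either of these tables had an edgeR unadjusted *P* under 0.05 and the same direction, and their median edgeR adjusted *P* was 0.0624 for prednisolone and 0.166 for spironolactone. The setting that moved the counts most was edgeR without a low-count filter, with 1019 genes for prednisolone and 528 for spironolactone. Its smallest edgeR adjusted *P* for spironolactone was 2.49e-21, against 0.0437 in the main fit. The other edgeR settings on all libraries called from 0 to 8 genes for spironolactone. The cause of this gap was not tested, so that calls made without the filter are weak evidence. Leaving out 1 library gave from 69 genes (without prednisolone replicate 2) to 826 (without vehicle replicate 1) for prednisolone, and from 0 (without prednisolone replicate 2, spironolactone replicate 3, or vehicle replicate 3; 1413, 1118, and 1487 with an unadjusted *P* under 0.05) to 34 (without spironolactone replicate 2) for spironolactone. With only the spironolactone and vehicle libraries in the edgeR fit, 4 genes were called, all lower with spironolactone, and none of the 3. The paper states that the myeloid signatures of the 2 drugs differ from each other and from vehicle, and cites the PCA, the map of all differentially regulated transcripts, and the overlap of the gene lists.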

In total, 686 and 263 genes were differentially expressed due to prednisolone and spironolactone, respectively, with only 53 genes shared between treatments (Figure 4C and Supplemental Figure 3, A–C). 

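As a stand-in for the GO terms, 848 Reactome gene sets of 10 to 500 tested genes were compared with each drug against vehicle by limma's camera, two-sided, with a preset correlation of 0.01 between genes. With prednisolone, 155 sets had an adjusted *P* under 0.05, 96 higher and 59 lower, and with spironolactone 71 had, 31 higher and 40 lower. The split depended on the vehicle libraries. Sets lower with prednisolone numbered 4 without vehicle replicate 2, 5 without vehicle replicate 3, and 104 without vehicle replicate 1. Without vehicle replicate 1, 13 sets were higher and 80 lower with spironolactone. Of the sets lower with prednisolone, Interferon gamma signaling (81 genes, median log2 fold change -0.21, camera adjusted *P* = 7.72e-05) and Eukaryotic Translation Termination (105 genes, -0.16, camera adjusted *P* = 0.000148) had the smallest adjusted *P*. The calls depended on the correlation between genes. With the rotation test fry, 14 sets were called for prednisolone, all higher, and 0 for spironolactone (91 at an unadjusted *P* under 0.05). With the correlation estimated from the data, 0 sets were called for either drug (52 and 25 at an unadjusted *P* under 0.05).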

Gene ontology (GO) analysis of *mdx* quadriceps myeloid cell biological processes affected by spironolactone and prednisolone also indicate that the treatment effects differ substantially (Figure 4D). Prednisolone affected numerous signaling pathways involved in mitosis, including assembly of the actomyosin contractile ring and the mitotic spindle. Additionally, prednisolone affected genes associated with the biological categories of cell-to-cell adhesion, NK cell chemotaxis, apoptotic signaling in B cells, and responses to IL-13. 

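The sets with the smallest adjusted *P* among those higher with prednisolone were Mitotic Prometaphase (99 genes, median log2 fold change 0.25) and Resolution of Sister Chromatid Cohesion (91 genes, 0.23). A pair of cell cycle lists chosen before the values were seen was tested the same way. With prednisolone, the median log2 fold change was 0.54 for the G2/M list (50 of 54 genes higher; camera adjusted *P* = 3.76e-21) and 0.41 for the S phase list (38 of 43 higher; camera adjusted *P* = 1.03e-10). With spironolactone it was 0.077 for G2/M (46 of 54 higher; camera adjusted *P* = 0.0236) and 0.045 for S phase (27 of 43 higher; camera adjusted *P* = 0.390). Over the 28 tests of lists, the smallest adjusted *P* was 0.0741 with fry and 0.228 with an estimated correlation, so that none of the 3 cell cycle calls holds under either. With prednisolone, the unadjusted fry *P* was 0.00414 for G2/M and 0.0142 for S phase. Camera with an estimated correlation gave an unadjusted *P* of 0.0381 and 0.0734. For G2/M with spironolactone these 2 tests gave an unadjusted *P* of 0.457 and 0.539. The mean level of the G2/M list was 4.34 ± 0.19 log2 CPM in vehicle, 4.44 ± 0.11 in spironolactone, and 4.84 ± 0.11 in prednisolone libraries, and all prednisolone libraries lay above all others. The spironolactone median turned to -0.013 for G2/M and -0.019 for S phase without vehicle replicate 2, and was 0.21 for G2/M without vehicle replicate 1.

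**Figure D1:**
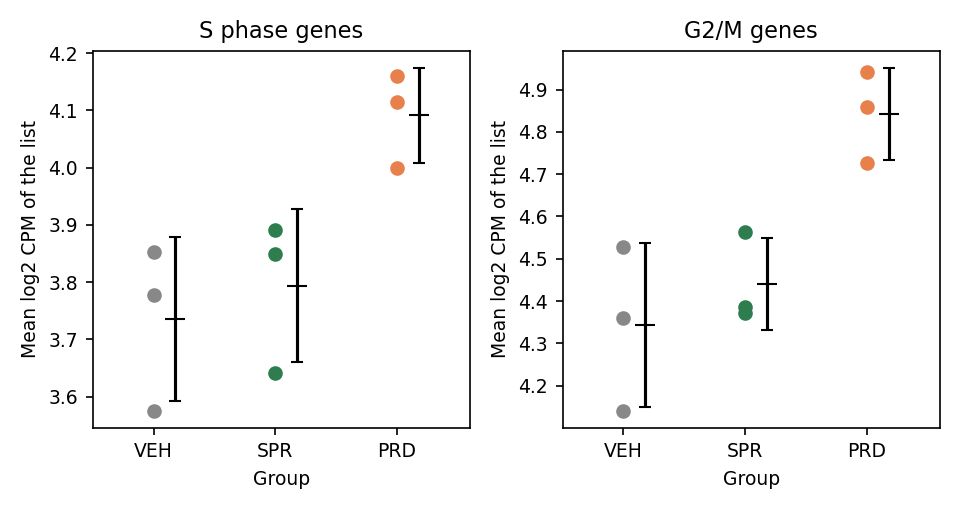
Mean log2 CPM of the S phase list and of the G2/M list in each library of vehicle (VEH), spironolactone (SPR), and prednisolone (PRD), with the mean ± SD of each group beside its points. The axes do not start at 0.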

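Among the Reactome sets higher with spironolactone, the smallest adjusted *P* values were those of Collagen biosynthesis and modifying enzymes (46 genes, median log2 fold change 0.34), Laminin interactions (24 genes, 0.64), Collagen formation (55 genes, 0.33), and Muscle contraction (57 genes, 0.33). Among those lower with it, Activated TLR4 signalling (88 genes, -0.094) came first, and the 9 sets after it were all sets of signaling by Toll-like receptors or their adaptor MyD88. Their ranks are not separate results. The MyD88:Mal, TLR2, TLR1:TLR2, and TLR6:TLR2 sets, of 69 genes each, had the same median (-0.0997) and the same camera adjusted *P* = 0.000954.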

Spironolactone predominantly changed pathways associated with IL-18 expression, NK cell chemotaxis, Th17 cell differentiation, histone H3-K27 demethylation, p38 MAPK, transcriptional hypoxic response (primarily via *Vegfa* and *Hif1a*), and B-1 B cell homeostasis (Figure 4D). GO analysis of molecular functions changed from prednisolone or spironolactone treatment, as well (Supplemental Figure 3D).

Despite the clear distinction in gene signature affected by spironolactone and prednisolone on dystrophic myeloid cells, a significant overlap is observed with the 53 genes regulated by both treatments (Figure 4C; Figure 5, A and B; and Supplemental Figure 3C). 

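Of the genes the paper assigns to the overlap (13 higher with both drugs, 32 lower with both, and 8 opposite), all were tested here and all had an unadjusted *P* under 0.05 and the direction of the authors' deposited tables in both comparisons. With prednisolone, 4 of the 13, 19 of the 32, and 2 of the 8 were past the adjusted threshold. With spironolactone none was, and their edgeR values are not independent of a list drawn from the same libraries. By an exact hypergeometric test (one-sided), an overlap of 53 has *P* = 1.56e-45 when lists of 686 and 263 genes are drawn from all 50559 genes listed, where chance gives 3.57 shared genes. Among the 13630 genes with an adjusted *P* in both deposited tables, of which 250 are on the spironolactone list, it has an exact *P* = 1.57e-19, and chance gives 12.6. Both draws take the 2 lists as independent, although both drugs were compared with the same vehicle libraries.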

Spironolactone and prednisolone treatment reduced myeloid cell expression of thrombospondin-1 (THBS1), an adhesive glycoprotein involved in angiogenesis. Additionally, decreases in the expression of *Fos*, a subunit of transcription factor AP-1, were observed with both treatments. 

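*Thbs1* lies on chromosome 2 (117941974 to 117957616, + strand) and overlaps *Gm13986* and *Gm29233* on the opposite strand. Its level was 2160.1 ± 145 CPM in vehicle, 1217 ± 85.8 in spironolactone, and 1635 ± 312 in prednisolone libraries, and every library of both drugs lay below the vehicle range. The change was -0.83 ± 0.13 with spironolactone (adjusted *P* = 0.0542) and -0.40 ± 0.13 with prednisolone (adjusted *P* = 0.141). Over the 12 alternatives the adjusted *P* ranged from 4.62e-11 to 0.0774 for spironolactone, with 6 under 0.05 (DESeq2 on all 9 libraries or on 2 groups, edgeR on 2 groups, library totals only, no low-count filter, and a replicate block), and from 0.0245 to 0.193 for prednisolone, with 2 under 0.05 (DESeq2 on all 9 libraries and no low-count filter). Leaving out prednisolone replicate 1 or 3, spironolactone replicate 2, or vehicle replicate 1 brought the spironolactone value under 0.05 (lowest 0.0321), and leaving out prednisolone replicate 1 brought the prednisolone value to 0.0338.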

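The level of *Fos* (chromosome 12, 85520658 to 85524047) was 1514 ± 113 CPM in vehicle, 1070.3 ± 162.8 in spironolactone, and 991 ± 197 in prednisolone libraries. The log2 fold change was -0.50 ± 0.14 with spironolactone (adjusted *P* = 0.232) and -0.61 ± 0.15 with prednisolone (adjusted *P* = 0.0518), and all 6 treated libraries lay below the vehicle libraries. DESeq2, on all 9 libraries or on 2 groups, and edgeR without a low-count filter called *Fos* with both drugs (adjusted *P* over the 12 alternatives from 0.00121 to 0.307 with spironolactone and from 1.97e-05 to 0.0652 with prednisolone). A replicate block also called it with prednisolone, as did the fits without prednisolone replicate 1 or spironolactone replicate 1 (lowest adjusted *P* = 0.0338).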

Chemokine expression — including expression of *Ccl3 —* was also reduced by spironolactone and prednisolone treatment. 

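*Ccl3* (chromosome 11, 83538670 to 83540191, - strand, overlapped by *Gm53692* on the opposite strand) had 211 ± 45.6 CPM in vehicle, 145 ± 4.799 in spironolactone, and 107 ± 18.1 in prednisolone libraries. All 3 libraries of each drug were below all vehicle libraries. With prednisolone the log2 fold change was -0.97 ± 0.16 (adjusted *P* = 0.00966), under 0.05 in all 12 alternatives and in all 9 fits that each left out 1 library. With spironolactone it was -0.54 ± 0.15 (adjusted *P* = 0.235), under 0.05 with DESeq2 on all 9 libraries or on 2 groups and without a low-count filter (range over the alternatives 0.000218 to 0.332) and without vehicle replicate 1 (adjusted *P* = 0.0371).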

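The protein arrays of quadriceps muscle covered products of 23 genes, of which 17 were tested in the sorted myeloid cells; the other 6 had too few counts. With prednisolone, 14 of the 17 transcripts were lower and 3 higher, 2 had an adjusted *P* under 0.05 over all genes (*Ccl3* and *Ccl4*), and 4 did when adjusted over the list alone, with *Ccl5* (adjusted *P* = 0.0123 over the list) and *Il10* (log2 fold change -1.44 ± 0.38, adjusted *P* = 0.0233 over the list) added. With spironolactone, 13 were lower and 4 higher, 0 were past the threshold over all genes (7 at an unadjusted *P* under 0.05), and 4 were when adjusted over the list alone: *Ccl3*, *Ccl4*, *Tnf*, and *Cxcl2* (-0.87 ± 0.28). Of the proteins that Tables 1 and 2 show as lower in quadriceps by any amount, and whose transcript was tested, 14 of 17 had a lower transcript with prednisolone and 13 of 16 with spironolactone. The arrays came from older mice treated for longer than the 7 days of the RNA-Seq. Their protein was pooled within each group, so that the protein directions carry no spread between animals. The transcripts that rose although the protein fell were *Ccl11*, *Il1b*, and *Trem1* with prednisolone and *Ccl5*, *Cxcl9*, and *Cxcl11* with spironolactone, none with an adjusted *P* under 0.05.

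**Figure D2:**
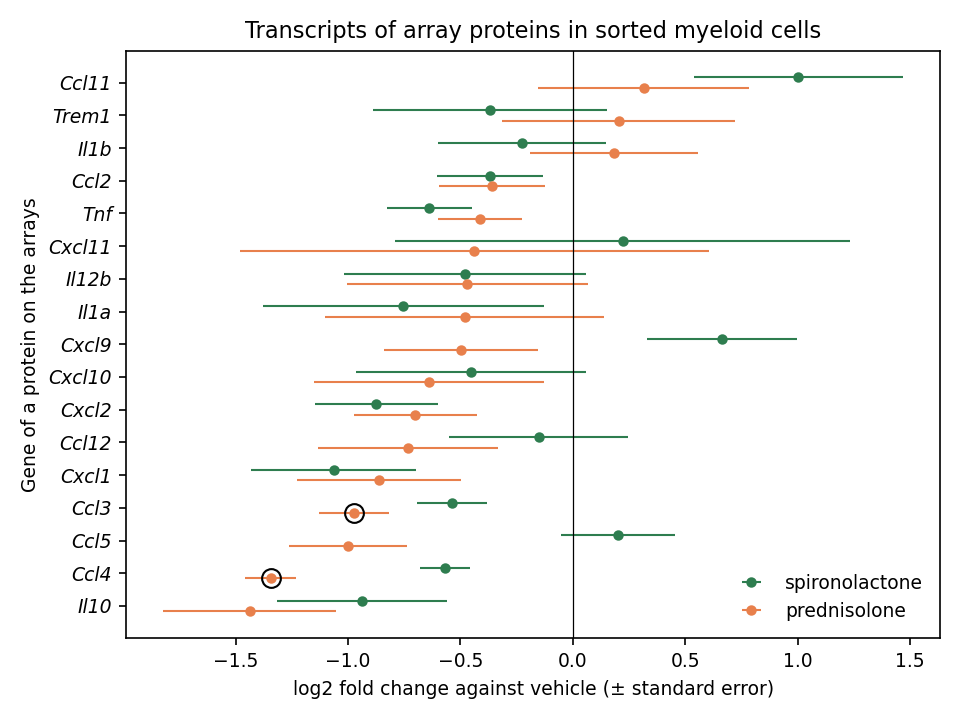
Log2 fold change ± SE against vehicle in sorted myeloid cells for the 17 tested genes whose proteins were on the arrays, with spironolactone in green and prednisolone in orange. Black rings mark an adjusted *P* under 0.05 over all genes tested.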

Reduction of *Ccl3* expression in both treatment groups validates that at least some of the reduced levels observed in the cytokine/chemokine assays of treated quadriceps muscles are due to transcriptional regulation in myeloid cells, although discrepancies between myeloid cell expression and whole-muscle protein levels are observed. Both treatments also reduced the expression of dual specificity phosphatase 1 (Dusp1), a known regulator of cytokine expression and macrophage activity (39). 

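*Dusp1* (chromosome 17, 26724564 to 26781102, - strand, overlapping *Ergic1*, *Gm56886*, and *Gm64855* on the opposite strand) had 1470.2 ± 234 CPM in vehicle, 1019 ± 104 in spironolactone, and 906 ± 169 in prednisolone libraries, with no overlap between vehicle and either drug. The log2 fold change was -0.70 ± 0.15 with prednisolone (adjusted *P* = 0.0295) and -0.53 ± 0.15 with spironolactone (adjusted *P* = 0.208). The prednisolone change was under 0.05 in 10 of the 12 alternatives, with edgeR on 2 groups and the replicate block as exceptions (range 3.19e-07 to 0.0563), and was not past the threshold without prednisolone replicate 2 or 3 or without vehicle replicate 2 or 3 (adjusted *P* up to 0.125). The spironolactone change was called by DESeq2, on all 9 libraries or on 2 groups, and without a low-count filter (range 0.000445 to 0.299).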

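*Vegfa* (chromosome 17, 46327919 to 46343309, - strand, overlapped by *Gm65021* on the opposite strand) fell from 81.5 ± 8.81 CPM in vehicle to 42.9 ± 2.27 in spironolactone and 40.2 ± 13.5 in prednisolone libraries, and every treated library was below every vehicle library. Log2 fold changes were -0.93 ± 0.21 with spironolactone (adjusted *P* = 0.164) and -1.02 ± 0.21 with prednisolone (adjusted *P* = 0.0377). For prednisolone, the call held in 10 of the 12 alternatives, not with edgeR on 2 groups or an *Xist* covariate (range 5.55e-16 to 0.106), and in only 2 of the 9 fits that each left out 1 library, those without prednisolone replicate 1 or 3 (highest adjusted *P* among the others 0.135). For spironolactone, DESeq2 on all 9 libraries or on 2 groups, edgeR on 2 groups, and edgeR without a low-count filter called the gene (range 4.06e-13 to 0.257), as did the fit without prednisolone replicate 3 (adjusted *P* = 0.00901).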

Dusp1 is known to regulate Vegfa, which is also reduced by both treatments (40). *Mdx* quadriceps myeloid cell expression of *Atp2a1*, or SERCA1, was upregulated in both spironolactone- and prednisolone-treated *mdx* mice, although this is likely a more relevant change if it also occurs in muscle fibers. Additionally, Fms related receptor tyrosine kinase 3 (*Flt3*) expression was upregulated by both treatments. 

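*Atp2a1* (chromosome 7, 126045013 to 126063423, - strand, overlapped by *Rabep2* on the opposite strand) had 26.6 ± 4.02 CPM in vehicle, 48.5 ± 10.8 in spironolactone, and 47.8 ± 15.7 in prednisolone libraries, and each treated library was above each vehicle library. The changes were 0.87 ± 0.25 (adjusted *P* = 0.290) and 0.85 ± 0.25 (adjusted *P* = 0.154), respectively. With both drugs the gene was called by DESeq2 on all 9 libraries or on 2 groups and without a low-count filter (ranges 6.00e-11 to 0.470 and 3.59e-11 to 0.308), and with prednisolone also without prednisolone replicate 3 (adjusted *P* = 0.0380). *Atp2a1* is 1 of 17 tested genes of a skeletal muscle list, all but 1 of which were higher with spironolactone and 13 with prednisolone.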

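The level of *Flt3* (chromosome 5, 147267551 to 147337483, - strand, overlapped by *Gm26597* on the opposite strand) was 15.9 ± 2.34 CPM in vehicle, 23.3 ± 2.38 in spironolactone, and 22.8 ± 1.51 in prednisolone libraries, without overlap. The log2 fold change was 0.55 ± 0.13 with spironolactone (adjusted *P* = 0.129) and 0.52 ± 0.13 with prednisolone (adjusted *P* = 0.0536). DESeq2 on all 9 libraries and edgeR without a low-count filter called it with both drugs, and DESeq2 on 2 groups and library totals only called it with prednisolone (ranges 0.00310 to 0.238 and 0.00261 to 0.0802). So did the fits for prednisolone without spironolactone replicate 1 or vehicle replicate 1 (lowest adjusted *P* = 0.0102). *Flt3* is also 1 of the 10 genes of a dendritic cell list, 9 of which were higher with spironolactone and 6 with prednisolone.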

*Mdx* quadriceps myeloid cell expression of *Hif1a* was reduced by spironolactone yet increased by prednisolone treatment. 

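For *Hif1a* (chromosome 12, 73948149 to 73996321, + strand, overlapped by *Gm15283* on the opposite strand), the level was 189.9 ± 28.5 CPM in vehicle, 143 ± 8.86 in spironolactone, and 250.4 ± 15.2 in prednisolone libraries. The 3 groups did not overlap. The change was -0.41 ± 0.11 with spironolactone (adjusted *P* = 0.188) and 0.40 ± 0.11 with prednisolone (adjusted *P* = 0.0905), and between the drugs it was -0.81 ± 0.11 (spironolactone against prednisolone, adjusted *P* = 0.00189). Against vehicle, DESeq2 on all 9 libraries and edgeR without a low-count filter called both changes, and DESeq2 on 2 groups called the prednisolone one (ranges 0.0186 to 0.300 with spironolactone and 0.00821 to 0.135 with prednisolone). Without vehicle replicate 1 the spironolactone change had an adjusted *P* = 0.0371.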

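*Fn1* (chromosome 1, 71624673 to 71692419, - strand, overlapped by *Apol7d* on the opposite strand) had 3654 ± 421 CPM in vehicle, 2491 ± 619 in spironolactone, and 5420.5 ± 568 in prednisolone libraries. All 3 prednisolone libraries were above the vehicle libraries, whereas spironolactone replicate 2 (3203 CPM) lay above the lowest vehicle library (3167 CPM). The log2 fold change was -0.55 ± 0.16 with spironolactone (adjusted *P* = 0.217), 0.57 ± 0.16 with prednisolone (adjusted *P* = 0.0922), and -1.12 ± 0.16 for spironolactone against prednisolone (adjusted *P* = 0.00254). With both drugs, DESeq2 on all 9 libraries or on 2 groups and edgeR without a low-count filter called *Fn1* against vehicle (ranges 0.000224 to 0.321 and 2.68e-05 to 0.127). Without spironolactone replicate 2 both changes passed as well (adjusted *P* = 0.0470 with spironolactone and 0.0374 with prednisolone).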

Most relevant for pathology, expression of *Fn1* encoding the extracellular matrix (ECM) component fibronectin was reduced by spironolactone but was increased by prednisolone.

### Spironolactone, but not prednisolone leads to a reduced amount of fibronectin in the diaphragm after 1 week in dystrophic mice.

The presence of high levels of *Fn1* gene expression in myeloid cells was a surprise, as was its reduction by spironolactone and its increase by prednisolone treatment. 

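By its mean CPM in vehicle libraries, *Fn1* ranked 19 of the 16618 genes tested. By TPM, which divides the counts by the exon length of the gene, it ranked 131.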

To determine whether these differences in myeloid *Fn1* translated to changes in dystrophic fibrosis after such a short treatment, localization of the *Fn1* gene product, ECM protein fibronectin, was assessed in the dystrophic diaphragm. Since the diaphragm develops more severe fibrosis than quadriceps in dystrophic mice and at a much earlier time point (41) — and RNA-Seq of myeloid cells isolated from the small diaphragm tissue would be technically challenging, requiring pooling large numbers of mice — the effects on diaphragm pathology are critical to investigate. After 1 week of treatment, overall *mdx* diaphragm morphology appeared qualitatively improved by spironolactone treatment but was worsened by prednisolone (Figure 6A). The number of actively degenerating myofibers (IgG^+^) per 10 μm^2^ was not significantly different in *mdx* diaphragms following 1 week of either spironolactone (1.0 ± 0.6 IgG^+^/10 μm^2^ versus 3.4 ± 1.8 IgG^+^/10 μm^2^; *P* = 0.419) or prednisolone (10.3 ± 4.1 IgG^+^/10 μm^2^ versus 3.4 ± 1.8 IgG^+^/10 μm^2^; *P* = 0.289) treatment relative to vehicle controls (Figure 6B). However, spironolactone treatment significantly reduces fibrosis (8.0% ± 1.1% versus 16.4% ± 2.4% fibronectin; *P* = 0.019), whereas prednisolone-treated diaphragms are not different (14.7% ± 3.5% versus 16.4% ± 2.4% fibronectin; *P* = 0.905) from *mdx* vehicle controls (Figure 6C).

Despite the small amount of replacement fibrosis present in *mdx* quadriceps compared with diaphragm, 2 weeks of prednisolone treatment was sufficient to worsen pathology (Figure 6D) and significantly increase fibrosis compared with vehicle controls (13.7% ± 1.7% versus 3.0% ± 0.7% fibronectin; *P* = 0.004) (Figure 6E). Spironolactone-treated quadriceps were not different relative to vehicle controls (5.2% ± 0.9% versus 3.0% ± 0.7% fibronectin; *P* = 0.136). Large areas of injury containing fibrotic replacement of muscle in prednisolone-treated quadriceps contained infiltration of a mixture of fibroblasts and myeloid inflammatory cells (Figure 6D).

## Discussion

In this study, dystrophic (*mdx*) mice were treated with spironolactone or prednisolone during peak skeletal muscle necrosis to delineate the systemic antiinflammatory properties of MRAs and glucocorticoids in dystrophic muscles. Determining the impact of MRAs on dystrophic skeletal muscle inflammation is critical for optimizing therapies for DMD and other muscular dystrophies, as well as for identifying new indications for MRA use. Despite its use as standard-of-care therapy, minimal information exists about how prednisone dampens myeloid inflammation in dystrophic muscles. Since glucocorticoids bind MR and dampen MRA efficacy, comparing how these drugs affect *mdx* limb and respiratory muscle inflammation is necessary for ultimately improving patient outcomes with corticosteroids.

Chemokine and cytokine protein levels were similarly reduced in *mdx* quadriceps muscles by both spironolactone and prednisolone treatment. These data were consistent with an ELISA for IL-1β and with reduced transcription of genes encoding TNF-α, CCL3, and CCL4 in isolated myeloid cells from spironolactone-treated *mdx* mice. However, there was a dramatic increase of almost all diaphragm chemokines and cytokines in prednisolone-treated *mdx* mice. 

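*Tnf* (chromosome 17, 35418357 to 35420983) had 165 ± 14.7 CPM in vehicle and 106 ± 9.55 in spironolactone libraries (log2 fold change -0.64 ± 0.19, adjusted *P* = 0.277), and *Ccl4* (chromosome 11, 83553383 to 83555509) had 156 ± 15.7 and 105 ± 1.78 CPM (-0.57 ± 0.11, adjusted *P* = 0.106). For both genes all 3 spironolactone libraries were below all vehicle libraries. Both were called by DESeq2 on all 9 libraries or on 2 groups and without a low-count filter (ranges 2.34e-06 to 0.377 and 5.08e-05 to 0.147), *Tnf* without prednisolone replicate 3 (adjusted *P* = 0.0475), and *Ccl4* without vehicle replicate 1 (adjusted *P* = 0.0318). With prednisolone *Ccl4* fell to 61.4 ± 9.68 CPM (-1.34 ± 0.11, adjusted *P* = 0.000219), and *Tnf*, at 124 ± 37.8 CPM, overlapped vehicle (-0.41 ± 0.19, adjusted *P* = 0.354).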

Upregulation of both proinflammatory and antiinflammatory cytokines supports crosstalk to regulate skeletal muscle healing. Prednisolone is likely a more potent immunosuppressant than spironolactone, which may inhibit necessary diaphragm inflammation and paradoxically manifest in the production of more chemokines and cytokines. While inhibiting exogenous inflammation may be beneficial in dystrophic limb skeletal muscle, impeding monocyte recruitment to dystrophic diaphragms could hinder the immune-mediated regenerative response. Splenectomies to reduce muscle infiltrating monocytes in *mdx* mice performed before disease onset reduces myofiber degeneration and inflammation, but when it is performed after disease onset, this procedure increases pathology because monocytes are essential for efficient limb muscle regeneration (42). The *mdx* diaphragm may be even more susceptible to potent immunosuppression because of inherent immunological differences relative to limb muscle (43, 44). However, results from the proteome profiler will need to be validated in the future for each individual cytokine or chemokine to test more specific hypotheses relevant to the function of these inflammatory molecules.

Spironolactone treatment did not significantly change the density or percentages of numerous myeloid populations quantified in *mdx* skeletal muscle; however, treatment reduced fibrosis in *mdx* diaphragms. 

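Among the 82 genes that are lower with spironolactone in the authors' deposited table, *Fn1* ranks 1 by mean CPM in vehicle. It also ranks 1 of the 677 genes lower with spironolactone at an unadjusted edgeR *P* under 0.05.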

*Fn1* encoding fibronectin is one of the highest-expressing genes in the CD45^+^CD11b^+^ population that is repressed by spironolactone, supporting that the antifibrotic activity of MR antagonism may be acting directly through macrophages rather than only fibroblasts. In contrast, *Fn1* is surprisingly increased by prednisolone. *Thbs1* encoding the fibronectin-binding protein THBS1 was reduced by both spironolactone and prednisolone. Expression of Thbs1 is positively correlated with disease severity, leading to reduced length of ambulation, in patients with DMD (45). Fibronectin is a soluble, ECM protein elevated in muscular dystrophy, facilitating satellite cell expansion, immune cell invasion and adhesion, and fibroblast proinflammatory activity (46–48). Although fibrocytes are known to express numerous ECM genes, they express low levels of fibronectin (49). Therefore, these data support the observation that myeloid cells may contribute a major source of fibronectin, which is a major component of fibrotic tissue in dystrophic muscles, and that MR antagonism represses this fibrotic pathway. This change in quadriceps muscles suggests that fibronectin activity may represent an early pathogenic step in fibrosis, since these muscles do not become nearly as fibrotic as diaphragm muscles. One week of spironolactone treatment, but not prednisolone treatment, significantly reduced fibronectin localization in *mdx* diaphragms, further supporting the antifibrotic effect of spironolactone on multiple muscle types. Although it was known that daily treatment of dystrophic mice with prednisolone exacerbates, while spironolactone improves, muscle pathology over time, the short-term effects of both treatments had not been previously investigated.

We have previously observed the myofiber membrane–stabilizing effects of spironolactone (50, 51). Numerous pathways involved in membrane stabilization, including basal lamina and ECM components conferring compression resistance and tensile strength, were increased from spironolactone treatment. Basal lamina genes include *Lamb1*, *Col4a1*, and *Col4a2*. Other gene-encoding proteins known to interact in ECM environments include *Dcn*, *Sparc*, *Sparcl1*, *Fbln2*, *Thbs3*, and *Pxdn*. 

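All 9 genes were higher with spironolactone in mean level: *Lamb1* (10.2 ± 2.56 CPM in vehicle, 16.4 ± 2.70 in spironolactone; log2 fold change 0.68 ± 0.17, adjusted *P* = 0.166), *Col4a1* (71.4 ± 15.5 and 142 ± 35.8 CPM; 1.00 ± 0.20, adjusted *P* = 0.129), *Col4a2* (45.3 ± 11.2 and 96.4 ± 25.1 CPM; 1.09 ± 0.23, adjusted *P* = 0.149), *Dcn* (24.3 ± 7.05 and 42.6 ± 10.7 CPM; 0.81 ± 0.24, adjusted *P* = 0.303), *Sparc* (113 ± 29.5 and 190.4 ± 38.5 CPM; 0.76 ± 0.19, adjusted *P* = 0.187), *Sparcl1* (14.6 ± 5.79 and 38.3 ± 14.3 CPM; 1.39 ± 0.36, adjusted *P* = 0.254), *Fbln2* (23.8 ± 6.78 and 38.8 ± 4.00 CPM; 0.70 ± 0.17, adjusted *P* = 0.167), *Thbs3* (3.52 ± 0.52 and 4.53 ± 1.37 CPM; 0.37 ± 0.23, adjusted *P* = 0.670), and *Pxdn* (10.1 ± 2.04 and 19.9 ± 6.34 CPM; 0.98 ± 0.21, adjusted *P* = 0.129). All but *Thbs3* had each spironolactone library above the vehicle libraries.

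The 8 genes other than *Thbs3* were called by DESeq2 on all 9 libraries and by edgeR without a low-count filter, and DESeq2 on 2 groups called them apart from *Lamb1* and *Sparcl1* (adjusted *P* over the alternatives from 2.49e-21 to 0.467, both for *Sparcl1*). The lowest value came from edgeR without a low-count filter. The main edgeR fit of the same libraries gave *Sparcl1* an unadjusted *P* = 0.00502. Without spironolactone replicate 2, *Col4a1*, *Col4a2*, and *Pxdn* had an adjusted *P* under 0.05 (lowest 0.0360). *Thbs3* was called under no setting, with a log2 fold change of 0.36 and an adjusted *P* = 0.724 in the authors' deposited table. *Col4a1* and *Col4a2* overlap each other on opposite strands, and so do *Lamb1* and *Dld*, *Sparcl1* and *Gm26703*, and *Thbs3* and *Mtx1*, among others. Within the groups, the mean of the 9 genes rose and fell with that of a list of 12 endothelial genes over the 9 libraries, after subtraction of the group means (Pearson's *r* = 0.957, exact permutation *P* = 0.00463, two-sided, the smallest that the 216 permutations within groups can give; Spearman's ρ = 0.95, exact permutation *P* = 0.00463; adjusted over the 2 correlations tested, 0.00926 for each). Without the 2 libraries farthest from the median, *r* was 0.913.

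**Figure D3:**
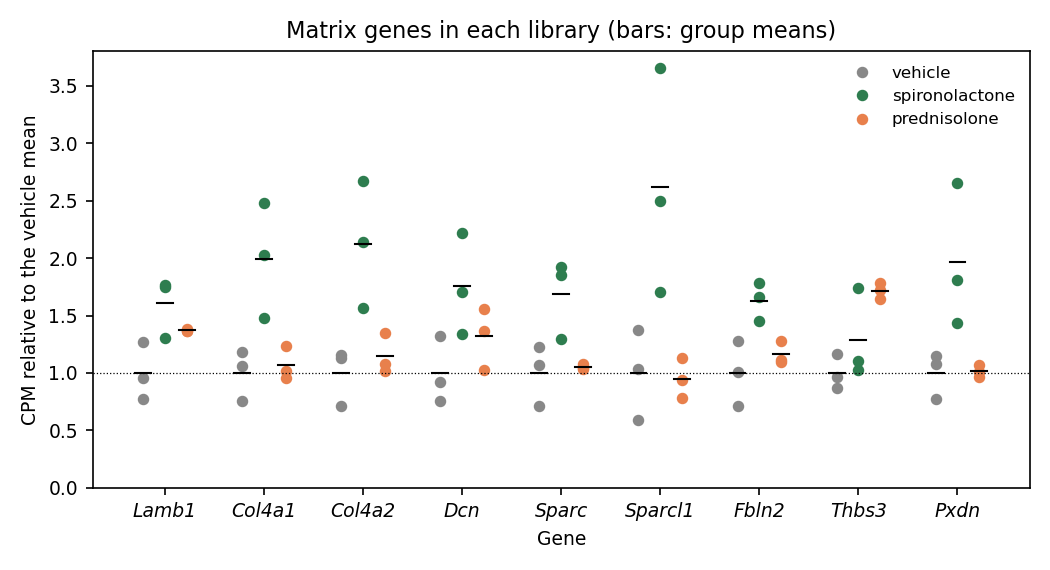
CPM of 9 matrix genes relative to the vehicle mean of each gene, with each library as a point and black bars for group means. Vehicle is grey, spironolactone green, and prednisolone orange.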

Investigation of whether spironolactone also causes myofibers to upregulate these genes will be needed. It is possible that myeloid cells may have the capacity to reinforce the microenvironment surrounding individual myofibers with ECM in a paracrine manner, while simultaneously inducing fibroblasts to function similarly (52).

Prednisolone treatment increased the percentages of myeloid cells and F4/80^hi^ macrophages in both quadriceps and diaphragms. These results align with the well-documented, potent immunosuppressive effects of leukocyte glucocorticoid signaling. Increases in F4/80^hi^ macrophages via intramuscular injection enhance regeneration following ischemia-reperfusion skeletal muscle injury (53). Diaphragms appear unable to expand the significantly smaller F4/80^hi^ macrophage population to the extent of the quadriceps, and this inability may be detrimental to pathology, since mouse diaphragm–resident macrophages express more stress-response elements while resident macrophages in quadriceps are more M2-like (43). Other groups have observed decreases in *mdx* skeletal muscle F4/80 macrophages by IHC from glucocorticoid treatment, which may be explained by study differences in the route of drug administration, treatment time course, and method of measurement (8). Limitations of interpreting these data are that markers for every immune cell population are not included in the flow cytometry panels and that small amounts of these cells may be included in some of the gates. For example, muscle-infiltrated eosinophils were not analyzed but express F4/80 and possibly CD64. Additionally, circulating monocytes are known to increase cell-surface levels of CD64 when stimulated with inflammatory cytokines (54). Fibrocytes are also CD11b^+^ and LY6C^+^ (49).

Expression of *Fos* (AP-1), *Dusp1*, and *Vegfa* were downregulated by both spironolactone and prednisolone treatment in *mdx* quadriceps myeloid cells. *Dusp1* and *Fos* are 2 of the 4 highest expressing genes in muscle myeloid cells that are repressed by spironolactone. 

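Among the genes lower with spironolactone in the authors' deposited table, *Thbs1* ranks 2, *Fos* 3, and *Dusp1* 4 by mean CPM in vehicle, followed by *Mcl1* (1021 ± 38.0 CPM). Among those lower at an unadjusted edgeR *P* under 0.05, *Zfp36* (3106 ± 155 CPM) and *Junb* (2622 ± 172 CPM) rank 2 and 3, so that *Thbs1*, *Fos*, and *Dusp1* rank 4, 5, and 6.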

Expression of both genes is known to confer resistance to tyrosine kinase inhibitors in myeloid leukemia, promoting cancerous cell growth (55). Activation of AP-1 signaling is also important for myeloid cell differentiation and survival in the presence of inflammatory cytokines, such as IL-6 (56). In addition, myogenesis is regulated by AP-1 signaling, and pharmacological inhibition of AP-1 prevents muscle wasting in models of cancer cachexia (57, 58). Overall, increasing VEGFA is broadly discussed as a therapeutic option for patients with DMD, with the intention of increasing angiogenesis and satellite cell activity; however, its efficacy is unknown (59, 60). In contrast, another study demonstrated that chronic *Vegfa* expression dysregulates angiogenesis, induces fibrosis, and promotes macrophage accumulation in ischemic rat hindlimb muscles (61).

Other genes significantly changed by spironolactone and prednisolone are less likely to be biologically relevant in myeloid cells, but similar increases in other cell types should be investigated. Expression of *Atp2a1* (SERCA1) was upregulated by both spironolactone and prednisolone in *mdx* quadriceps myeloid cells. Overexpression of SERCA1 in dystrophic mice reduces pathology by improving intracellular Ca^2+^ control, enabling more efficient sarcoplasmic reticulum uptake and, thereby, lowering total cytosolic Ca^2+^ (62, 63). *Hif1a* is another of the 8 genes differentially affected by spironolactone and prednisolone. 

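All 8 opposite genes had an adjusted *P* under 0.05 when spironolactone was compared with prednisolone directly, and 7 of the 8 had every spironolactone library outside the vehicle range, as 7 had every prednisolone library. The genes were selected from the same libraries for opposite changes against vehicle, so that these counts were largely set by the selection. Of these genes, 6 were lower and 2 higher with spironolactone than with vehicle.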

Chronic hypoxic signaling induces overactivation of fibroblasts in dystrophic skeletal muscle, and inhibitors of hypoxia-inducible factors (HIFs) accelerate recovery following limb injury in mice (64, 65).

Numerous biological processes were affected by prednisolone treatment, including mitosis, cell adhesion, NK cell chemotaxis, and IL-13 immune responses. GR has been found to colocalize with mitotic spindles, and knockdown of GR renders mitosis dysfunctional, interfering with chromosome separation and causing cell death (66). Glucocorticoids are also known to induce induction of apoptosis in healthy and malignant human B cells, suggesting that they may also influence myeloid cell survival (67).

Spironolactone repressed *Dusp1*, *Dusp5*, and *Dusp10*, which encode phosphatases that negatively regulate mitogen-activated protein kinases that are involved in a plethora of inflammatory responses in macrophages, including production of proinflammatory mediators and apoptosis (68). 

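*Dusp5* (chromosome 19, 53517532 to 53530862, + strand, overlapped by *Gm50394* on the opposite strand) had 61.6 ± 11.4 CPM in vehicle and 37.4 ± 4.91 in spironolactone libraries (log2 fold change -0.72 ± 0.20, adjusted *P* = 0.254). *Dusp10* (chromosome 1, 183745499 to 183807842, + strand, overlapped by *1700056E22Rik* and others on the opposite strand) had 10.6 ± 0.31 and 6.97 ± 0.79 CPM (-0.60 ± 0.16, adjusted *P* = 0.189). For both genes all 3 spironolactone libraries were below all vehicle libraries. Both were called by DESeq2 on all 9 libraries, and *Dusp5* also by DESeq2 on 2 groups and by edgeR without a low-count filter (ranges 1.07e-07 to 0.454 for *Dusp5* and 0.0473 to 0.261 for *Dusp10*). With prednisolone, the changes were -0.52 ± 0.20 for *Dusp5* (adjusted *P* = 0.265) and -0.62 ± 0.16 for *Dusp10* (adjusted *P* = 0.0762).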

If p38 MAPK signaling activates apoptosis in *mdx* quadriceps myeloid cells, downregulation of the phosphatase DUSP1 may decrease detrimental inflammation. Indeed, muscle-specific KO of *Mapk14*, the gene encoding p38α, in the *mdx* mouse results in amelioration of pathology by preventing B cell leukemia 2–mediated (Bcl-2–mediated) myofiber death (69).

The experiment to identify gene expression changes in dystrophic myeloid cells downstream from glucocorticoid or MRA treatment was specifically designed to assess initial differences before the entire microenvironment had changed due to treatment effects on other cell types and should be interpreted under these limitations. Previous studies of gene expression within entire muscles after 2 weeks or 16 weeks of treatment can be used to compare with these data, to identify acute versus chronic effects and begin to dissect gene expression effects on other cell types (21, 50).

Short-term treatment with spironolactone and prednisolone changed numerous parameters of inflammation and pathology in *mdx* mice. While prednisolone appears to be the more potent immunosuppressant, spironolactone has moderate antiinflammatory properties that may temper excessive inflammation without interfering with efficient regeneration in both limb and respiratory skeletal muscles. Long-term MRA treatment leads to improved diaphragm and limb muscle function and reduced pathology in dystrophic mice (30, 33, 36). However, a complete KO of myeloid MR on an *mdx* background leads to higher cytokine and chemokine levels in quadriceps and increased diaphragm fibrosis, suggesting crosstalk between inflammatory cells and other cell types within the dystrophic skeletal muscle microenvironment (70). Inflammatory cells play a known role in promoting regeneration and repair; therefore, complete abrogation of their injury response can lead to long-term deleterious consequences that may underlie the observed side effects by prednisolone. Moreover, glucocorticoids have recently been demonstrated to induce proadipogenic effects under conditions of upregulated cAMP signaling that occur spatially and temporally in dystrophic skeletal muscle (71, 72).

Histological analysis after short-term treatment was used to validate tissue-level effects due to gene expression changes in fibronectin. Several previous studies demonstrate that *mdx* mice treated daily with prednisolone exhibit more severe cardiac and skeletal muscle pathology (34, 73, 74). However, more recent studies support beneficial effects from weekly dosing in dystrophic mice and patients (8, 75). Another study in which *mdx* mice were treated with prednisolone earlier from 2 to 4 weeks of age identified decreased expression of cellular adhesion molecules, and also showed an improvement in myofiber degeneration (76). Since prednisolone and spironolactone compete for GR and MR binding and reduce the efficacy of each other, and since GR agonism and MR antagonism lead to similar overall antiinflammatory changes, alternating administration of the 2 drugs could be investigated for improved efficacy in future studies.

## Methods

### Mouse treatments.

*Mdx* mice were treated using water bottles containing 250 mg/L spironolactone (Sigma-Aldrich, S3378) or 6.7 mg/L prednisolone (Sigma-Aldrich, P6004), the active metabolite of prednisone dissolved in MediDrop containing sucralose (ClearH2O, 75-01-1001). Mice were treated during the peak of inflammation for 10 days for cytokine- and chemokine-level analysis to allow detection of differences in protein expression (4–5.5 weeks of age), for 7 days (3.5–4.5 weeks of age) for flow cytometry, RNA-Seq, and diaphragm IHC or for 14 days (3.5–5.5 weeks of age) for quadriceps IHC and histology. Approximate dosages for spironolactone and prednisolone treatment were 37.5 and 1 mg/kg × day, respectively (8, 33). The *mdx* mice given MediDrop vehicle were used as controls for all experiments. Mice were housed 5 per cage and euthanized via cervical dislocation.

### Skeletal muscle protein isolation, cytokine proteome arrays, and ELISA.

Isolation of protein from *mdx* skeletal muscle was performed as previously described (44). In brief, 5.5-week-old *mdx* quadriceps and diaphragms dissected from treated and control mice (*n* = vehicle: 2 male [M], 3 female [F]; spironolactone: 2M, 3F; prednisolone: 2M, 2F) for cytokine array analysis and half of each quadriceps from a second cohort of 5.5-week-old *mdx* mice dissected from 2 week-treated or control mice (*n* = vehicle: 4M, 1F; spironolactone: 4M, 1F; prednisolone: 4M; C57: 2M, 1F) for ELISA were flash-frozen in liquid nitrogen and homogenized in manufacturer-recommended lysis buffer containing protease inhibitors. Following protein isolation, sample concentrations were measured using the DC protein assay (Bio-Rad, 5000166). Array membranes from Proteome Profiler Mouse Cytokine Array Kit A (R&D Systems, ARY006) were incubated with 5 mg of protein pooled from all samples from each treatment group and muscle. The assay was completed according to the manufacturer’s instructions in duplicate, and pixel densitometry was performed on the blot films using HL Image++ Quick Spots Tool version 25.0.0r (Western Vision Software).

Soluble protein homogenates isolated from quadriceps from *mdx* mice treated for 2 weeks or from controls were used to perform a standardized ELISA in duplicate for the detection of inflammatory cytokine IL-1β/IL-1F2 according to the manufacturer’s instructions (R&D Systems, MLB00C). ELISA results were quantified by absorbance at 450 nm on a microplate reader (SpectraMax M4, Molecular Devices).

### Generation of single-cell suspensions from skeletal muscles.

Single-cell suspensions were generated from treated 4.5-week-old *mdx* quadriceps and diaphragms for flow cytometric analysis of immune cells as previously described (44). Briefly, quadriceps and diaphragms (*n* = vehicle: 5M, 7F; spironolactone: 5M, 8F; prednisolone: 6M, 7F) were dissected, rinsed in cold DPBS, and finely minced with razor blades. Diaphragms were pooled from 2 mice for each replicate. Pairs of quadriceps from each individual mouse were analyzed independently. Following dissociation, muscles were digested with 10 mL/g of digestion buffer composed of DMEM (Thermo Fisher Scientific, 11995-065), 0.02% Collagenase P (Roche, 11213857001), and 0.1% RQ1 DNase (Promega, M6101) in a 37°C water bath for 30 minutes. After muscle digestion, the resulting suspension was passed through a 70 μm filter then a 40 μm filter. Cells were fixed in 1% paraformaldehyde on ice for 10 minutes. All single-cell suspensions were kept at 4°C following fixation for up to 3 days before staining for flow cytometry. Cells for flow sorting were left unfixed, stained, and sorted immediately.

### Flow cytometric analysis of skeletal muscle immune cells.

Flow cytometry antibodies utilized for staining were as follows: CD45 (phycoerythrin-Cy7; Thermo Fisher Scientific, 25045182), CD11b (allophycocyanin; BioLegend, 101212), LY6G (allophycocyanin/FIRE750; BioLegend, 127652), LY6C (eFluor450; Thermo Fisher Scientific, 48593282), CD64 (BV605; BioLegend, 139323), MHC II (BV650; BioLegend; 107639), CD206 (peridinin-chlorophyll-protein [PerCP] eFluor710; Thermo Fisher Scientific, 46206182), and F4/80 (fluorescein isothiocyanate; BioLegend; 123108). The markers were used to identify leukocytes (CD45^+^), myeloid cells (CD45^+^CD11b^+^), neutrophils (CD45^+^CD11b^+^LY6G^+^), infiltrating monocytes (CD45^+^CD11b^+^LY6G^–^CD64^–^LY6C^hi^), macrophages (CD45^+^CD11b^+^LY6G^–^CD64^+^), CD206^+^ macrophages (CD45^+^CD11b^+^LY6G^–^CD64^+^CD206^+^), and F4/80^hi^ macrophages (CD45^+^CD11b^+^LY6G^–^CD64^+^F4/80^hi^) in the *mdx* quadriceps and diaphragm single-cell suspensions. Corresponding isotype controls were included in all experiments. Cells were permeabilized prior to CD206 staining using DPBS-solubilized 0.5% Tween-20 (Sigma-Aldrich, P1379). Experiments were performed using a Becton Dickinson LSRFortessa Flow Cytometer, and data were analyzed with FlowJo software version 10.7.1 (Becton Dickinson).

### FACS and RNA isolation.

Single-cell suspensions were prepared from quadriceps as described above from 4.5-week-old *mdx* mice treated with spironolactone, prednisolone, or vehicle for 7 days (*n* = vehicle: 4M, 5F; spironolactone: 4M, 5F; prednisolone: 3M, 6F). Cells from 3 pairs of *mdx* quadriceps were pooled for each biological replicate. Freshly isolated unfixed cells were extracellularly stained with CD45 (PE-Cy7; Thermo Fisher Scientific, 25045182) and CD11b (APC; BioLegend, 101212) as described above, and the CD45^+^CD11b^+^ myeloid cells were isolated using a Becton Dickinson FACSAria III. UltraComp eBeads (Thermo Fisher Scientific, 01222242) were used as single-color controls for compensation in real time. Directly following FACS, RNA was isolated from the myeloid cells using a NucleoSpin RNA XS kit (Takara, 740902) according to the manufacturer’s instructions. Live versus dead cells were not distinguished.

### RNA-Seq.

RNA-Seq was performed as previously described (77). RNA was shipped for library preparation (DNBseq-G400 sequencing, transcriptome library, BGI Americas) and RNA-Seq (Complete Genomics, BGI Americas). Fastq files were checked for quality using FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Processed fastq files were aligned using Hisat2 (78) against the University of California, Santa Cruz (UCSC; Santa Cruz, California, USA) mm39 mouse genome (https://hgdownload.soe.ucsc.edu/goldenPath/mm39/bigZips/). Aligned files were sorted using Samtools (79) and were then used as an input to generate count matrices using HTSeq (80). GTF files matched to UCSC mm39 were used as the HTSeq index. HTSeq count matrices were combined and analyzed for differential expression using DESeq2 (81) with a Benjamini-Hochberg adjusted *P* value less than 0.05. All sequencing data are publicly available through NIH Gene Expression Omnibus (accession no. GSE197553). The PCA plot was generated from DESeq2, and heatmaps were generated using the pheatmap package in R. Heatmaps were produced using normalized read counts to calculate *Z* scores. Plotted transcripts are those that are significantly enriched in their respective categories by DESeq2 (adjusted *P* < 0.05). GO analysis was performed on differentially expressed transcripts using the WEB-based GEne SeT AnaLysis Toolkit (WebGestalt) (82). Overrepresentation analysis was performed to analyze transcripts enriched in prednisolone- or spironolactone-treated animals. The background was set to protein coding transcripts. Categories were selected with an FDR < 0.05, with the minimum number of genes per category set to 10 and the maximum number of genes per category set to 2,000.

### Overlapping gene significance.

Significance of the overlapping 53 genes was determined by randomly selecting 686 genes (total number of significantly altered genes in prednisolone treatment) from the total 50,559 genes that were sequenced. This randomly selected pool of 686 genes was then compared with the significantly altered 263 genes found in spironolactone, and the overlap was calculated. This process was simulated 1,000 times to generate a Poisson distribution to fit the simulated data (Supplemental Figure 2, A–C). A goodness-of-fit test was performed to confirm that the simulated data could be sufficiently modeled by the Poisson distribution. A test mean at the hypothesized value of 53 was then compared with the fitted Poisson distribution to test significance. 

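A random draw of genes does not take into account that both drugs were compared with the same 3 vehicle libraries, so that the overlap was also simulated. In 100 simulations of 9 libraries without any difference between groups, the top 686 genes of one comparison and the top 263 of the other shared a median of 72 genes (range 55 to 92). The corresponding lists of the real libraries, ranked by edgeR *P*, shared 47, and 53 when ranked by DESeq2. All 100 simulations gave at least as many shared genes. None of them held a change by 1 drug alone, so that they do not give the overlap expected in that case. Over the 16618 genes, the log2 fold changes of the 2 drugs had a Pearson's *r* of 0.29 across genes, which are not independent replicates, against a median of 0.50 (range 0.47 to 0.53) in the simulations. Opposite genes numbered 8 in the real lists and from 0 to 2 in the simulations.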

Simulation was performed using R version 4.1.2. Statistical tests were performed in JMP Pro 15.2.0 (SAS Institute).

### Histology and immunofluorescence analysis.

Diaphragms and quadriceps were isolated from 4.5-week-old *mdx* mice (*n* = vehicle: 3M, 5F; spironolactone: 3M, 4F; prednisolone: 3M, 4F) and 5.5-week-old *mdx* mice (*n* = vehicle: 4M, 2F; spironolactone: 4M, 2F; prednisolone: 4M, 2F), respectively; treated with spironolactone, prednisolone, or vehicle as described above; and embedded in optimal cutting compound, frozen on liquid nitrogen-cooled isopentane, and cut into 8 μm sections on a cryostat (Bright Instruments). Quality control of sections was performed by H&E staining for overall histology. Immunofluorescence was performed with 1:100 Alexa Fluor 488–conjugated goat anti–mouse IgG antibody (Invitrogen, A11029) to detect endogenous IgG and with 1:40 rabbit anti–mouse fibronectin primary antibody (Abcam, 23750) and 1:200 Alexa Fluor 555–conjugated goat anti-rabbit secondary antibody (Invitrogen, A-21429). For fibroblast and myeloid immune cell immunofluorescence colocalization, the sections were incubated with 1:50 rat anti–mouse monoclonal CD11b antibody (BD Pharmigen, 550282) and 1:600 rabbit anti–mouse polyclonal vimentin antibody (Abcam, ab45939); they were then incubated with 1:200 Alexa Fluor 488–conjugated chicken anti-rat (Invitrogen, A-21470) and 1:200 Alexa Fluor 555–conjugated goat anti-rabbit (Invitrogen, A-21429) secondary antibodies. Composite images were taken on a Nikon Eclipse 800 microscope under a 10× objective using a Nikon DS-Ri2 camera driven by Nikon Br Elements software. The number of IgG^+^ myofibers per 10 μm^2^ and percent areas of replacement fibrosis identified by fibronectin staining larger than a myofiber were quantified by an individual blinded to treatment using Adobe Photoshop CS6 as previously described (32, 51, 83).

### Statistics.

Data are displayed as dot plots, with all biological replicates for a given experiment (black dots) or compilation of experiments (black and gray dots) displaying mean ± SEM, or as bar graphs showing mean ± SEM with biological replicates. Grubbs’ test was used to exclude outliers from the compiled skeletal muscle flow cytometry data and immunofluorescence data prior to analysis. In total, 11 outliers across all treatments and skeletal muscle gates, including densities and percentages, were removed from flow cytometric analysis. One outlier was removed from only the quadriceps fibronectin immunofluorescence data. The Brown-Forsythe 1-way ANOVA was used to determine if the SDs were significantly different (*F* ≤ 0.05). For reported *P* values from the flow cytometry data, the ordinary 1-way ANOVA was used with the Benjamini, Krieger, and Yekutieli (BKY) test correcting for the FDR if SDs were not different. The Welch’s ANOVA with the BKY test were utilized if SDs were significantly different. For reported *P* values from the immunofluorescence and ELISA data, the ANOVA tests were applied identically as the flow cytometry statistics, but the Dunnett’s test correcting for multiple comparisons was used instead of BKY. Testing for significance was performed in GraphPad Prism software version 9.3.1 (GraphPad Prism Software). *P* ≤ 0.05 was considered significant.

### Study approval.

Protocols were approved by the IACUC of the Ohio State University and abide by the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

## Author contributions

ZMH contributed to overall study design, performed all cell and protein isolations and flow cytometry experiments, analyzed all data, drafted the manuscript, and prepared all figures. CKG performed treatment, dissections, staining, and blinded quantification for diaphragm and quadriceps pathology. CPR performed all bioinformatics analysis, wrote the methods portion for the RNA-Seq and analysis, and prepared figures and tables for the RNA-Seq data. JL maintained the *mdx* mouse colony, assisted with dissections, and performed the cytokine array and ELISA. ABP homogenized and quantified samples and assisted with the ELISA. SSB edited the manuscript and contributed to study design, oversight, and analysis of flow cytometry and sorting experiments. FA edited the manuscript and contributed to the study design, oversight, and analysis of RNA-Seq. JARF edited the manuscript and contributed to design and oversight of overall study implementation and analysis.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
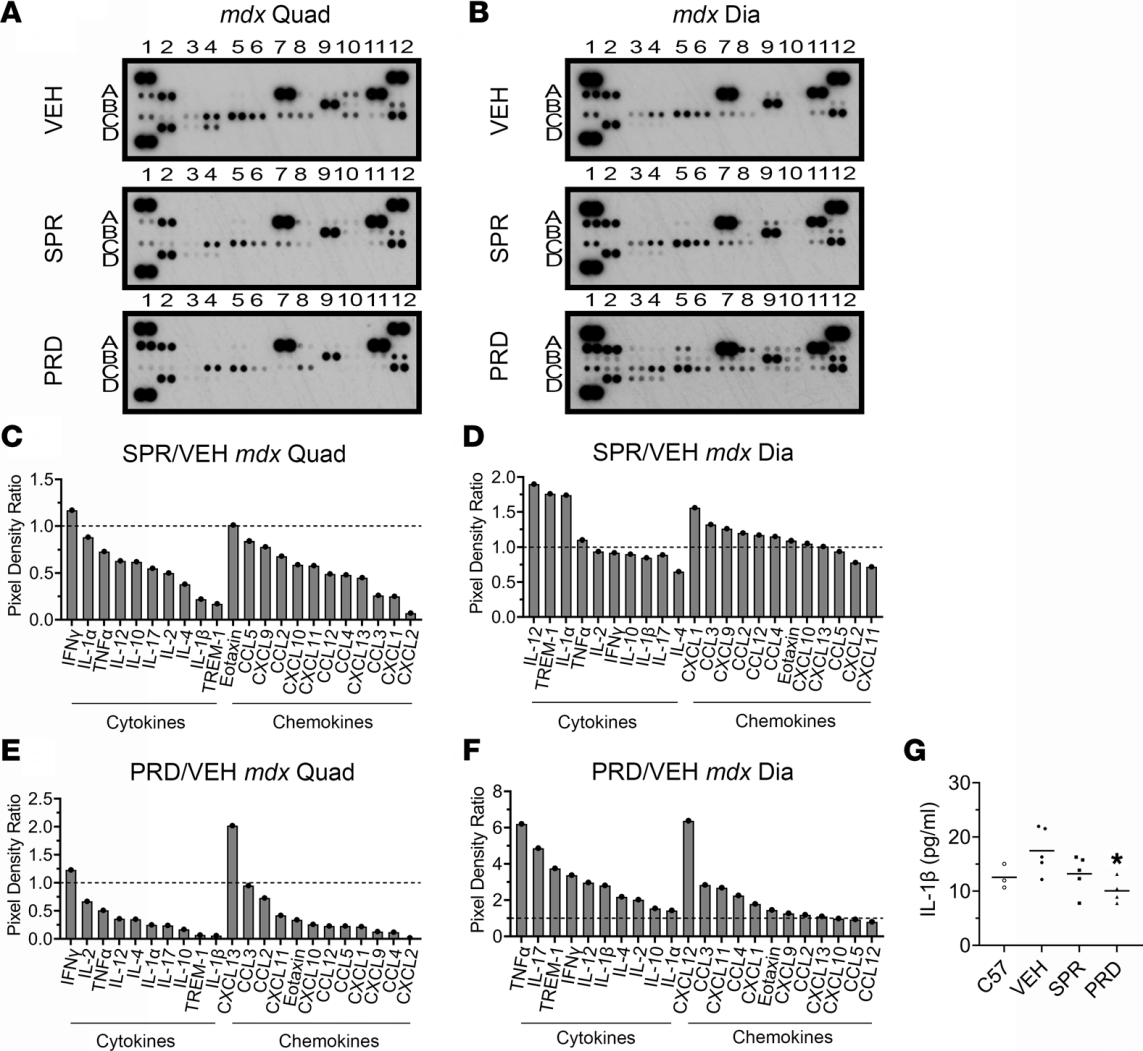
Cytokine and chemokine levels in spironolactone- and prednisolone-treated *mdx* skeletal muscles. (**A**) Proteome profiler cytokine array immunoblots incubated with lysates from spironolactone-treated (SPR-treated) and prednisolone-treated (PRD-treated) 5.5-week-old *mdx* quadriceps compared with vehicle-treated (VEH-treated) controls (5 mg of protein pooled from *n* = 5 SPR, *n* = 4 PRD, *n* = 5 VEH). (**B**) Immunoblots incubated with lysates from SPR- and PRD-treated 5.5-week-old *mdx* diaphragms compared with VEH-treated controls (5 mg of protein). (**C** and **D**) Immunoblot pixel densitometry bar graph displayed as a ratio comparing cytokine and chemokine levels between SPR- and VEH-treated *mdx* quadriceps and *mdx* diaphragms. (**E** and **F**) Immunoblot pixel densitometry bar graph displayed as a ratio comparing cytokine and chemokine levels between PRD- and VEH-treated *mdx* quadriceps and *mdx* diaphragms. A trend-line (dashes) is placed at *y* = 1 on each bar graph to visualize upregulated and downregulated cytokines and chemokines. (**G**) ELISA for IL-1β on soluble protein extracts from quadriceps muscles isolated from *mdx* mice treated for 2 weeks with VEH (*n* = 5), SPR (*n* = 5), or PRD (*n* = 4) compared with untreated WT control (C57) (*n* = 3). Statistics used were ANOVA with Dunnett’s test comparing each group with the VEH. *P ≤ 0.05.

**Figure 2:**
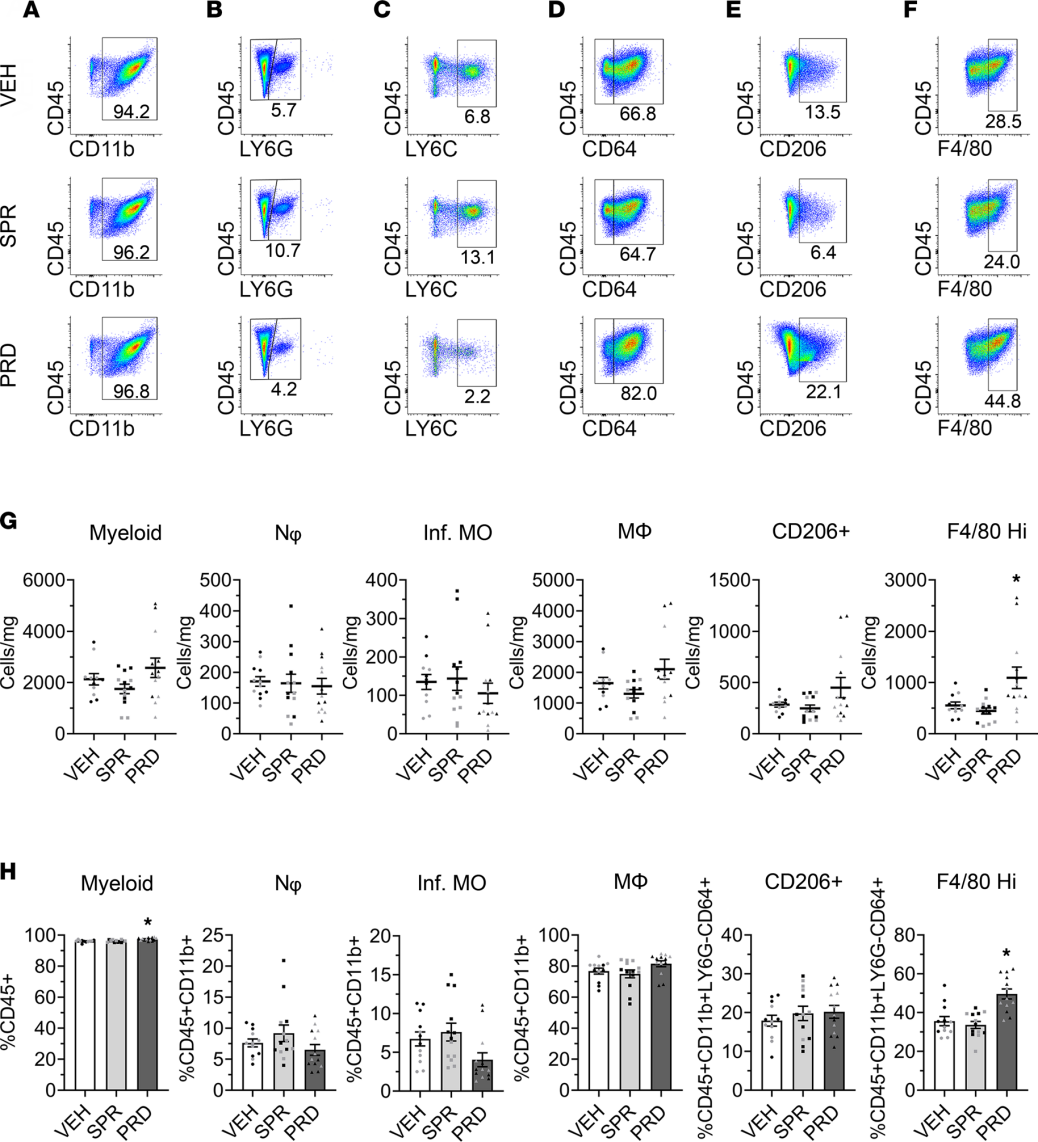
Muscle leukocyte analysis in spironolactone- and prednisolone-treated *mdx* quadriceps. (**A**–**F**) Representative flow cytometry gating dot plots displaying CD45^+^CD11b^+^ myeloid cells (**A**), CD45^+^CD11b^+^LY6G^+^ neutrophils (**B**), CD45^+^CD11b^+^LY6G^–^CD64^–^LY6C^hi^ infiltrating monocytes (**C**), CD45^+^CD11b^+^LY6G^–^CD64^+^ macrophages (**D**), CD45^+^CD11b^+^LY6G^–^CD64^+^CD206^+^ macrophages (**E**), and CD45^+^CD11b^+^LY6G^–^CD64^+^F4/80^hi^ macrophages (**F**) from spironolactone-treated (SPR-treated) (*n* = 13) and prednisolone-treated (PRD-treated) (*n* = 13) 4.5-week-old *mdx* quadriceps compared with vehicle (VEH) (*n* = 12) controls. (**G**) Quantification of myeloid cells, neutrophils (Nφ), infiltrating monocytes (Inf. MO), macrophages (MΦ), CD206^+^ macrophages (CD206^+^), and F4/80^hi^ macrophages represented as dot plots for cells per milligram of muscle (Cells/mg). (**H**) Bar graphs with individual data points as percentages of total CD45^+^ leukocytes (%CD45^+^), CD45^+^ CD11b^+^ myeloid cells (%CD45^+^CD11b^+^) or macrophages (%CD45^+^CD11b^+^LY6G^–^CD64^+^) comparing SPR- and PRD-treated mice with VEH controls. Experimental replicates are denoted by black and gray dots within the graphs. Statistics used were ANOVA with the BKY test *P ≤ 0.05.

**Figure 3:**
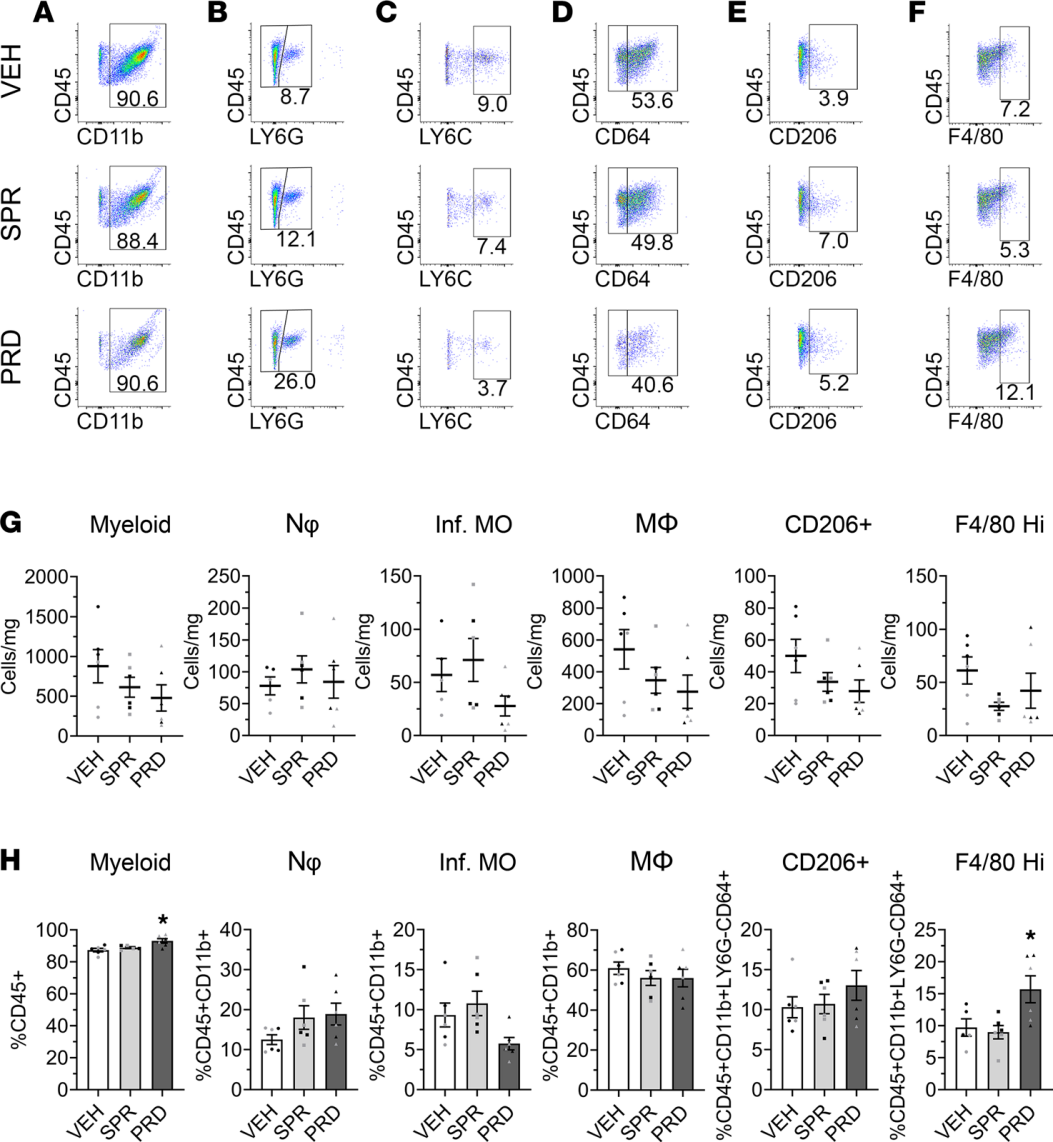
Muscle leukocyte analysis in spironolactone- and prednisolone-treated *mdx* diaphragms. (**A**–**F**) Representative flow cytometry gating dot plots displaying CD45^+^CD11b^+^ myeloid cells (**A**), CD45^+^CD11b^+^LY6G^+^ neutrophils (**B**), CD45^+^CD11b^+^LY6G^–^CD64^–^LY6C^hi^ infiltrating monocytes (**C**), CD45^+^CD11b^+^LY6G^–^CD64^+^ macrophages (**D**), CD45^+^CD11b^+^LY6G^–^CD64^+^CD206^+^ macrophages (**E**), and CD45^+^CD11b^+^LY6G^–^CD64^+^F4/80^hi^ macrophages (**F**) from spironolactone-treated (SPR-treated) and prednisolone-treated (PRD-treated) 4.5-week-old *mdx* diaphragms compared with vehicle (VEH) controls. *n* = 6 replicates per group pooled from 2 mice each were used. (**G**) Quantification of myeloid cells, neutrophils (Nφ), infiltrating monocytes (Inf. MO), macrophages (MΦ), CD206^+^ macrophages (CD206^+^), and F4/80^hi^ macrophages represented as dot plots for cells per milligram of muscle (Cells/mg). (**H**) Bar graphs with individual data points as percentages of total CD45^+^ leukocytes (%CD45^+^), CD45^+^CD11b^+^ myeloid cells (%CD45^+^CD11b^+^), or macrophages (%CD45^+^CD11b^+^LY6G^–^CD64^+^) comparing SPR- and PRD-treated mice with VEH controls. Experimental replicates are denoted by black and gray dots within the graphs. Statistics used were ANOVA with the BKY test *P ≤ 0.05.

**Figure 4:**
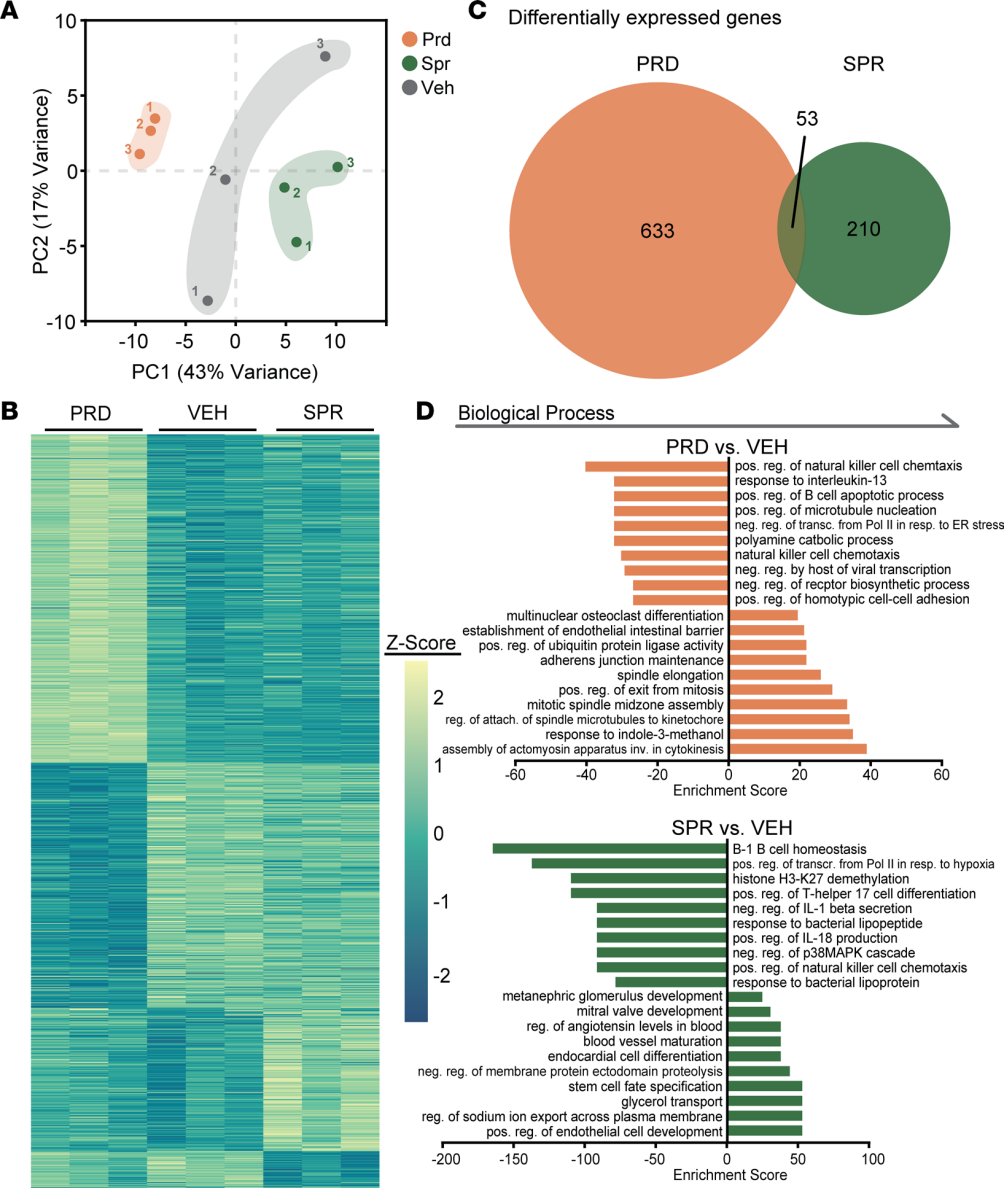
Principal component analysis (PCA), overview of differentially expressed genes, and biological process GO analysis of sequenced RNA from spironolactone- and prednisolone-treated *mdx* quadriceps myeloid cells. (**A**) Principal component analysis revealed 3 distinct groupings based on treatment condition. *n* = 3 replicates pooled from 3 mice each were used for each group. (**B**) Heatmap of all 896 genes that are differentially expressed between either prednisolone treatment versus vehicle, or spironolactone treatment versus vehicle. (**C**) Overlap analysis reveals 53 genes that are differentially expressed in both prednisolone versus vehicle and spironolactone versus vehicle. Prednisolone and spironolactone treatments yield 633 and 210 gene, respectively, that are uniquely differentially expressed in those treatment conditions versus vehicle. (**D**) GO analysis for biological processes.

**Figure 5:**
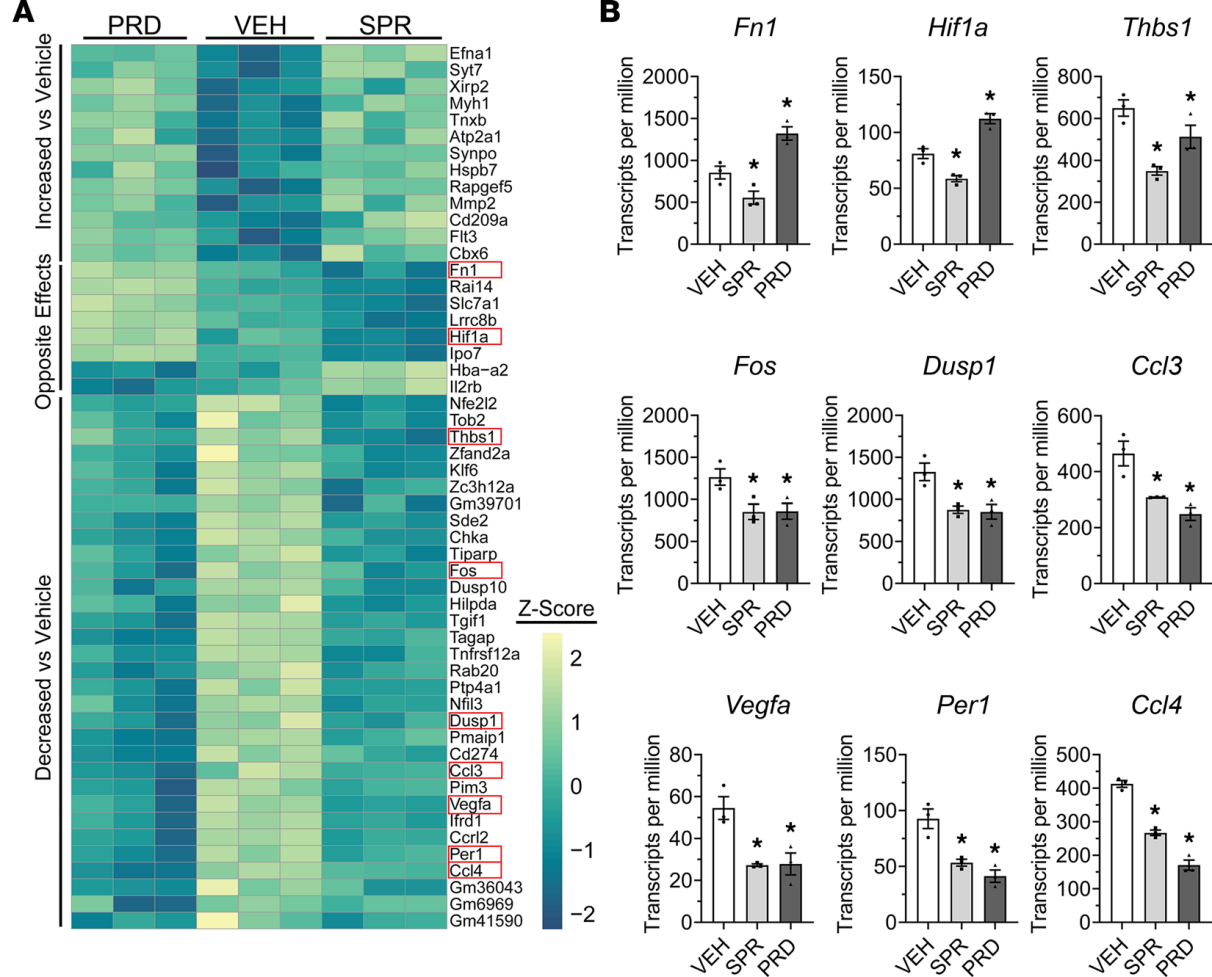
Analysis of overlapped, differentially expressed genes in sequenced RNA from spironolactone- and prednisolone-treated *mdx* quadriceps myeloid cells. (**A**) Heatmap of the 53 genes that are differentially expressed in both prednisolone treatment and spironolactone treatment conditions. Of the commonly differentially expressed genes, 45 genes were regulated in the same direction versus vehicle, while 8 were regulated in the opposite direction versus vehicle. Genes of interest are outlined in red boxes. (**B**) Transcripts per million of differentially expressed genes implicated in DMD pathology: *Fn1*, *Hif1a*, *Thbs1*, *Fos*, *Dusp1*, *Ccl3*, *Vegfa*, *Per1*, and *Ccl4*. Significant differences are from Benjamini-Hochberg adjusted *P* -values following DESeq2 analysis. *P ≤ 0.05.

**Figure 6:**
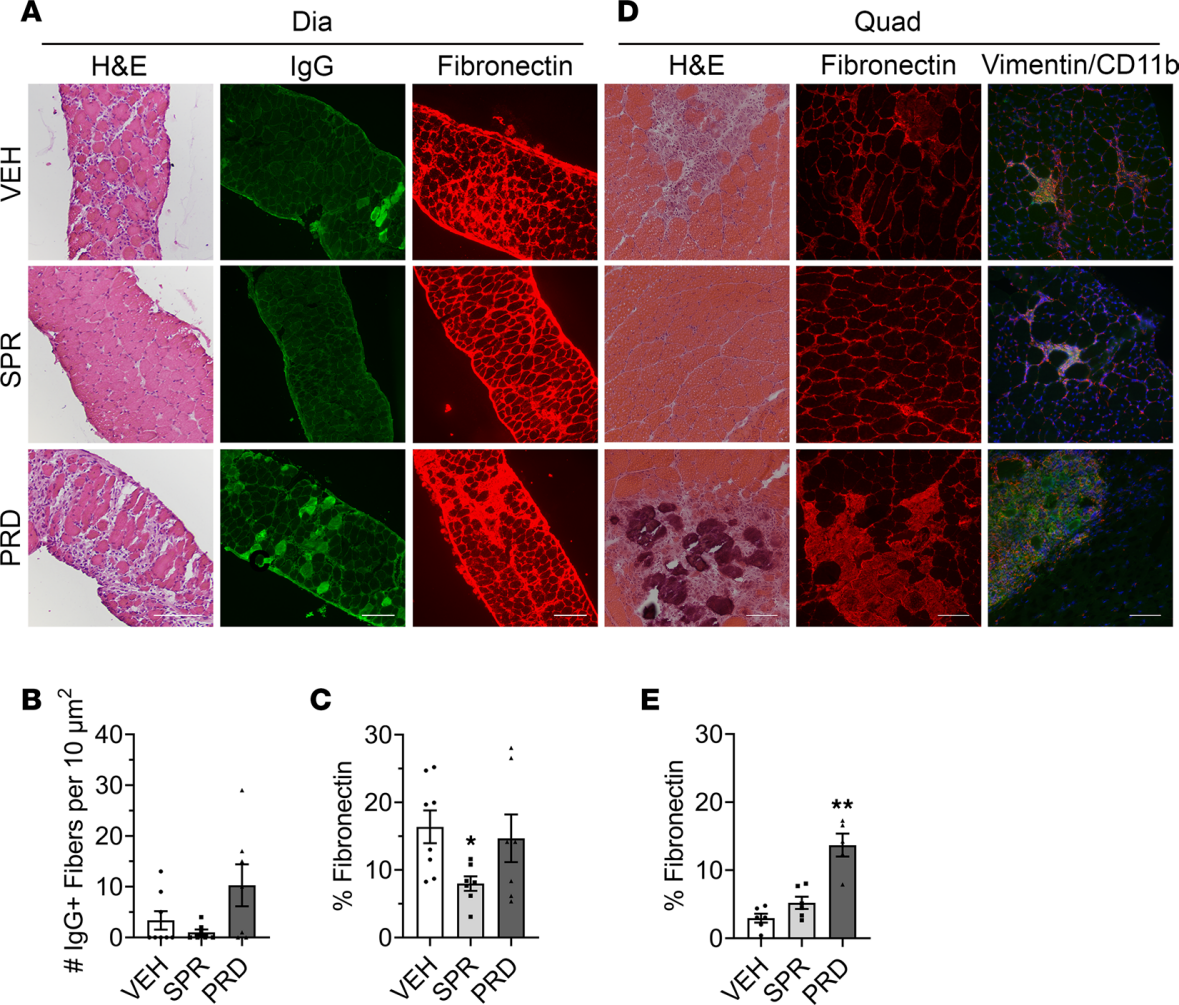
Histology, myofiber degeneration, and fibrosis in spironolactone- and prednisolone-treated *mdx* diaphragms and quadriceps. (**A**) Overall pathology (H&E) and staining for ongoing degenerating myofibers (IgG, green) and fibronectin (red) of diaphragm muscle sections from 4.5-week-old *mdx* mice treated with vehicle (VEH), spironolactone (SPR), or prednisolone (PRD) for 1 week shows active degeneration, inflammation, and fibrosis in dystrophic muscles. (**B**) Quantification of IgG^+^ fibers per 10 μm^2^. (**C**) Percent area of fibronectin staining in diaphragm shows improved dystrophic pathology with SPR but not PRD after 1 week of treatment (*n* = 7 SPR, *n* = 7 PRD, *n* = 8 VEH). (**D**) Staining for overall pathology (H&E), fibrosis (fibronectin, red) and colocalization of fibroblasts (vimentin, red), and myeloid immune cells (CD11b, green) at sites of injury in quadriceps muscle sections from 5.5-week-old *mdx* mice treated for 2 weeks with vehicle, SPR, or PRD. (**E**) Quantification of fibronectin staining in quadriceps muscle sections shows increased fibrosis with PRD treatment (*n* = 6 SPR, *n* = 6 PRD, *n* = 6 VEH). Scale bar: 100 μm. Statistics used were ANOVA with Dunnett’s test comparing each group with the vehicle (VEH). *P ≤ 0.05 and **P ≤ 0.01.

**Table 1:**
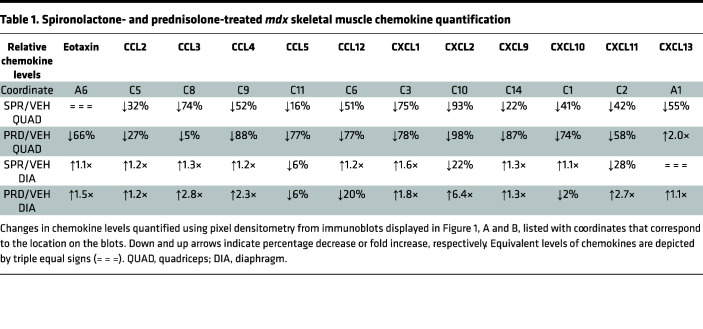
Spironolactone- and prednisolone-treated *mdx* skeletal muscle chemokine quantification

**Table 2:**
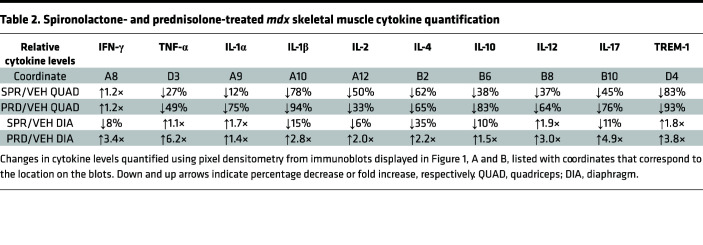
Spironolactone- and prednisolone-treated *mdx* skeletal muscle cytokine quantification

How the deposited data were processed for this re-analysis (not part of the article)

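RNA was sequenced from sorted CD45+CD11b+ quadriceps cells of *mdx* mice treated for 7 days with vehicle, spironolactone, or prednisolone, with 3 libraries per group and 3 mice pooled per library, 9 libraries in all. Flow cytometry, protein arrays, and histology were not analysed here. Replicate numbers were not taken to pair libraries across groups, and the labels and the paper give no sequencing batch. The mice of each group were of both sexes, and the paper does not give the sexes within each pool.

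The authors made the deposited count values by alignment to mm39 with Hisat2, sorting with Samtools, and counting per gene with HTSeq, and the counts are whole numbers without normalization. The deposited log2 fold changes of the 3 comparisons were made by the authors with DESeq2 from size-factor normalized counts. The deposited adjusted p-value columns hold the Benjamini-Hochberg values the authors obtained with DESeq2, left empty where its independent filter removed a gene. The paper does not state the versions, the annotation release, or the strand setting of the counting, and none is given in the file headers. The closing lines of each count file, which name no gene, were left out; 17.2% to 21.8% of the counted reads or pairs in a library fell on such lines.

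Counts on genes ranged from 31469815 to 32943512 per library. Of 50559 genes listed, 29739 had at least 1 count, and 16618 passed filterByExpr of edgeR with the groups given (minimum count 10, minimum total 15), so that 33941 were left out. A gene at 1 CPM has near 32 counts in a library, so that the sampling error is small next to the spread between pools for most named genes. The biological coefficient of variation was 0.170. The most abundant gene, *COX1*, took 1.62% to 3.08% of the counts, and the top 10 genes took 9.84% to 12.7%. TMM factors ranged from 0.980 to 1.03. Between libraries of the same group, chi-square per degree of freedom was 19.7 to 63.8, far above sampling error.

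Calculations used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, and fgsea 1.28.0. Genes were tested with the quasi-likelihood F test of edgeR (glmQLFit with robust=TRUE, TMM, all 9 libraries in one fit), two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The comparisons were each drug against vehicle and spironolactone against prednisolone. Levels are TMM-normalized CPM. TPM were computed from summed exon lengths of GENCODE genes with the same symbol (40303 of 50559 symbols, with at least 91.0% of the counts of each library). A table on an older mouse assembly was used only to pair symbols with Entrez numbers (48908 symbols). Positions and overlapping genes are from GENCODE on GRCm39.

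Named genes are those the paper names for the sorted cells, the genes of the protein arrays, and, for each drug and direction, up to 3 genes with the smallest adjusted p among those past 0.05 with a log2 fold change of at least 1 in size and every treated library outside the vehicle range. Principal components and distances were computed on DESeq2 variance-stabilized values (blind) of the 500 most variable genes, and the pseudo-F was tested by exact permutation over 280 splits into 3 groups or 10 splits of a pair of groups, one-sided. Gene lists and Reactome sets of 10 to 500 genes (848 of 1444 sets) were tested with camera of limma on log2 CPM (prior count 2) with a correlation of 0.01, and with fry and an estimated correlation beside it. Reactome stood in for the gene ontology terms, which were not used here. The result of a Reactome set among those with the smallest adjusted p is not reported here. The 14 lists, written beforehand, were S phase, G2/M, skeletal muscle, fibro-adipogenic, endothelial, erythroid, neutrophil, monocyte, F4/80hi macrophage, dendritic, lymphocyte, immediate early and dissociation, glucocorticoid-induced, and circadian genes, which gave 28 tests. List medians are on log2 CPM unless they are called fitted, which means log2 fold changes of edgeR. A second endothelial list of 12 genes was written later and before its values were looked at.

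Alternatives to the gene tests were DESeq2 on all 9 libraries, DESeq2 on 2 groups, limma-voom, edgeR on 2 groups, RLE, upper quartile, or library totals as normalization, no filter beyond 1 count in total, at least 10 counts in every library, robust=FALSE, a replicate block, an *Xist* covariate, stricter thresholds (adjusted p under 0.01, or a log2 fold change of at least 1), and the fits without each of the 9 libraries. The overlap of the drug lists was compared with 100 simulations of unchanged groups with negative binomial counts, the same mean for all groups, the fitted dispersion of each gene, and shared vehicle libraries. The group labels were also exchanged over the 10 splits of each pair of groups.

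The tools were tested on simulated data with 200 changed genes. Of these, edgeR recovered 153, DESeq2 160, and limma-voom 146, with 15, 34, and 15 calls of unchanged genes; in a comparison without changes they called 0, 2, and 0 genes. Of 200 sets of 40 unchanged genes, 2.5% had a camera p under 0.05 and 7% a fry p under 0.05.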

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

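The gene tests, lists, comparisons, and alternatives were set before the data were examined; the rule that chose which lists are described here (higher against vehicle, camera adjusted *P* under 0.05, fry unadjusted *P* under 0.05, and past the threshold in each fit without 1 library) and the tests of dilution, of library totals, of exchanged labels over splits, and of the gene shared between lists were chosen only after the result was seen.

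The spironolactone and prednisolone libraries differed in 859 genes, a comparison that is among the deposited tables and whose genes the paper does not describe. Normalization is 1 explanation that was tested. With library totals alone the comparison gave 917 genes, which argues against TMM as the source of the count, although the share of genes higher with spironolactone moved from 46.0% to 35.7%. Grouping by accident was tested by exchanging labels over the 10 splits of the 6 libraries. Only the real split, 1 of 10, gave as many genes, with edgeR as with DESeq2, and the largest count in another split was 1 with edgeR and 7 with DESeq2; with 10 splits this test cannot tell more. The labels do not give the order of housing, sorting, or sequencing, and a difference in handling between the groups remains open.

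In the spironolactone libraries, 5 lists of genes that are typical of other cells or of a small myeloid subset were higher than in vehicle: endothelial (median log2 fold change 1.14, 12 of 12 genes higher, camera adjusted *P* = 1.46e-11), erythroid (1.20, 7 of 7, adjusted *P* = 1.61e-05), lymphocyte (0.96, 10 of 11, adjusted *P* = 1.19e-05), skeletal muscle (0.87, 16 of 17, adjusted *P* = 1.03e-10), and dendritic (0.51, 9 of 10, adjusted *P* = 2.36e-06). None of them has an adjusted *P* under 0.05 with fry or with an estimated correlation. Over the fits without 1 library the medians ranged from 0.89 to 1.35, 0.91 to 1.56, 0.76 to 1.14, 0.64 to 1.04, and 0.36 to 0.66. The most abundant genes were *Fabp4* (90.7 ± 12.4 CPM in vehicle, 122 ± 25.1 in spironolactone), *Cdh5* (23.2 ± 5.84 and 53.2 ± 11.9), *Hba-a1* (59.0 ± 16.9 and 129.6 ± 33.9), *Il2rb* (6.23 ± 1.54 and 11.6 ± 2.30), *Acta1* (137 ± 31.6 and 246 ± 64.4), and *Cd209a* (28.0 ± 3.34 and 51.6 ± 16.6). In vehicle, 11 of 12 endothelial, 6 of 7 erythroid, 4 of 11 lymphocyte, 16 of 17 muscle, and 10 of 10 dendritic genes reached 1 CPM, so that the lymphocyte median rests on few counts. No gene of these lists is on another of the lists, and the paper names 1 muscle gene (*Atp2a1*) and 1 dendritic gene (*Flt3*).

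A lower share of the main cell type in the spironolactone pools could raise such lists alike. The endothelial list rose by 0.61 more than the fibro-adipogenic list (mean log2 CPM; the difference was -1.79 to -1.53 in vehicle and -1.22 to -0.84 in spironolactone libraries). The fibro-adipogenic list was already higher in vehicle (4.75 against 3.10 log2 CPM), so that this contrast cannot decide on dilution. The endothelial, erythroid, and lymphocyte medians were near each other (1.14, 1.20, and 0.96), whereas the muscle and dendritic medians were lower (0.87 and 0.51). Dilution therefore remains open. Normalization and the sex mix of the pools are argued against. The endothelial median was 1.13 with library totals alone and 1.16 (fitted) with *Xist* as a covariate, against 1.15 (fitted) without it. A second endothelial list rose by a fitted median of 1.09 (12 of 12 genes higher, 9 with an unadjusted *P* under 0.05), and by 0.10 with prednisolone. RNA of endothelial cells in the spironolactone libraries is therefore a candidate explanation that the counts cannot separate from expression of these genes in myeloid cells. Counting CD31+CD45- events among the sorted cells, or *in situ* hybridization of *Cdh5* with CD11b, could tell them apart.

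The matrix genes that the paper names as higher with spironolactone followed the same lists within the groups. Deviations from the group means correlated with those of the endothelial list (*r* = 0.957) and of the fibro-adipogenic list without *Dcn* (*r* = 0.901, exact permutation *P* = 0.0417, two-sided over 216 permutations; ρ = 0.833, exact permutation *P* = 0.0463), and the second *r* was 0.626 without the 2 libraries farthest from the median. The same source of RNA may thus lie behind part of the rise of the matrix genes, which is a hypothesis, since genes of 1 library can move together for other reasons.

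With prednisolone, the list of F4/80hi macrophage genes was higher (median 0.38, 8 of 8 genes, camera adjusted *P* = 0.00144; fry unadjusted *P* = 0.00583, rotation test; range 0.29 to 0.45 over the fits without 1 library). Its most abundant genes were *Adgre1* (675 ± 40.1 CPM in vehicle, 678 ± 47.6 in prednisolone), *F13a1* (512 ± 101 and 717 ± 59.7), and *Mrc1* (455 ± 81.6 and 525 ± 34.4), and all 8 reached 1 CPM in vehicle. Among the 8 genes, *Cd163*, is also on the glucocorticoid-induced list. Without it the fitted median was 0.23 (7 of 7 higher, 0.11 to 0.38 over the fits without 1 library), against 0.36 with it, which argues against the shared gene as the only source. A larger share of F4/80hi macrophages among the sorted cells and induction of these genes in all macrophages are both possible. The paper's flow cytometry of quadriceps, after the same 7-day treatment, found a larger share of F4/80 hi cells among macrophages with prednisolone. That goes with the first explanation and does not exclude the second. *Adgre1*, though counted as higher, was nearly level (fitted log2 fold change 0.0062 ± 0.094). Single-cell counts of the sorted population could separate the 2 explanations.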

How the results depend on the processing

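No setting was chosen after the result was seen, and the effect of each on the counts, medians, and shares was as follows; the cause was not tested unless one is named.

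For prednisolone against vehicle, the 293 genes became 686 with DESeq2 on all 9 libraries, 640 with DESeq2 on 2 groups, 1019 without a low-count filter, 67 at adjusted *P* under 0.01, and 74 with a log2 fold change of at least 1, and ranged from 69 (without prednisolone replicate 2) to 826 (without vehicle replicate 1) over the fits without 1 library. For spironolactone against vehicle, the 3 genes became 263 with DESeq2 on all 9 libraries, 237 with DESeq2 on 2 groups, 528 without a low-count filter, and 0 with limma-voom, with robust=FALSE, with an *Xist* covariate, and at adjusted *P* under 0.01 (1587, 1553, and 1408 genes at an unadjusted *P* under 0.05 in the first 3), and ranged from 0 to 34 (without spironolactone replicate 2). With edgeR on 2 groups it gave 4 genes, all lower and none of the 3, and without vehicle replicate 1 it gave 13, 5 higher and 8 lower. For spironolactone against prednisolone, the 859 genes became 1594 with DESeq2 on all 9 libraries, 2045 with DESeq2 on 2 groups, 1598 with edgeR on 2 groups, 1940 without a low-count filter, 183 at adjusted *P* under 0.01, and 208 with a log2 fold change of at least 1, and ranged from 232 (without prednisolone replicate 2) to 1898 (without vehicle replicate 1). The stricter thresholds lower the counts by construction.

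Genes that differed under both drugs numbered 53 with DESeq2 on all 9 libraries, 49 with DESeq2 on 2 groups, 1 with edgeR on 2 groups, and 166 without a low-count filter, against 0, and 0 to 3 over the fits without 1 library. Opposite genes numbered 8, 3, and 27 with DESeq2 on all 9 libraries, DESeq2 on 2 groups, and no low-count filter, against 0, and 0 to 1 over the fits without 1 library (1 without spironolactone replicate 2). Of the array proteins, transcripts past the threshold with prednisolone were 4 with DESeq2 on all 9 libraries and 10 without a low-count filter, against 2. With spironolactone they were 3 with DESeq2 on all 9 libraries, 6 with DESeq2 on 2 groups, 1 with edgeR on 2 groups, and 9 without a low-count filter, against 0, and 0 to 2 (without prednisolone replicate 3) over the fits without 1 library.

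Normalization moved the share of genes higher with spironolactone than with prednisolone from 46.0% with TMM to 43.7% with RLE, 53.3% with the upper quartile, and 35.7% with library totals, and the share higher among genes called for spironolactone against vehicle from 100% to 75% (4 genes).

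With a replicate block, which removes the means of each replicate number, spironolactone against vehicle gave 8 genes, prednisolone against vehicle 336, and spironolactone against prednisolone 1082, and the PC1 share was 51.4%. After the group means were subtracted, libraries of the same number in different groups correlated by -0.0380 to 0.151. Libraries of different numbers were not compared in this way, so that pairing by number is neither shown nor excluded.

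The PC1 share of 46.2% became 32.3% with log2 CPM, 40.0% with the 2000 most variable genes, and 32.4% with all genes that pass the filter, and ranged from 43.4% (without prednisolone replicate 3) to 54.6% (without vehicle replicate 1). Which of these count as moved was judged by the spread over the fits without 1 library, 3.97, a rule set after the values were seen. The exact permutation *P* of the pseudo-F ranged from 0.00357, the smallest that 280 splits can give, to 0.0214 over all of them.

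The medians of G2/M (0.54 with prednisolone, 0.077 with spironolactone) and S phase (0.41 with prednisolone) genes do not depend on the set test, but their calls were lost with fry and with an estimated correlation. So were those of the marker lists, 17 of 24 with camera, 0 with fry (9 at an unadjusted *P* under 0.05), and 0 with an estimated correlation (3). Reactome sets with prednisolone, 155 with camera, were 14 with fry and 0 with an estimated correlation (52 at an unadjusted *P* under 0.05), and with spironolactone 71, 0 (91), and 0 (25). Over the fits without 1 library they ranged from 51 (without vehicle replicate 2) to 196 (without vehicle replicate 1) with prednisolone and from 30 (without spironolactone replicate 3) to 93 (without vehicle replicate 1) with spironolactone.

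Lists whose median changed direction in a fit without 1 library were, with prednisolone, circadian (-0.24 without vehicle replicate 3, 0.022 without prednisolone replicate 1), endothelial (-0.14 without vehicle replicate 1, 0.26 without vehicle replicate 2), monocyte (-0.22 without vehicle replicate 1, 0.37 without vehicle replicate 2), and neutrophil genes (-1.58 without vehicle replicate 1, 0.021 without vehicle replicate 3). With spironolactone they were F4/80hi macrophage (-0.19 without spironolactone replicate 2, 0.13 without vehicle replicate 1), G2/M (-0.013 without vehicle replicate 2, 0.21 without vehicle replicate 1), monocyte (-0.55 without vehicle replicate 1, 0.19 without vehicle replicate 2), and S phase genes (-0.019 without vehicle replicate 2, 0.12 without spironolactone replicate 2).

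Over the 43 results of named genes, the 387 values of fits without 1 library kept the call in 340, lost it in 27, and gained it in 20, and the 516 values of the other settings kept it in 414, lost it in 16, and gained it in 86; none changed direction. Over 24 list results, the values of fits without 1 library stayed the same in 195 of 216, lost the call in 6, gained it in 4, and changed direction in 11, and the other settings kept it in 129 of 168 and lost it in 39.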

Differences from the paper's values

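All tests were chosen before the result was seen, and the alternatives named here were set before the data were examined; DESeq2 is the tool of the paper and edgeR the tool set here.

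The paper gives 686 genes for prednisolone against vehicle, and 293 were found. DESeq2 on all 9 libraries (686), DESeq2 on 2 groups (640), edgeR without a low-count filter (1019), and edgeR without vehicle replicate 1 (826) came within 1.5 times. It gives 263 genes for spironolactone against vehicle, and 3 were found, which DESeq2 on all 9 libraries (263) and on 2 groups (237) closed. For genes that differed under both drugs it gives 53, and 0 were found, which DESeq2 on all 9 libraries (53) and on 2 groups (49) closed. For opposite genes it gives 8, and 0 were found; only DESeq2 on all 9 libraries (8) closed this, and DESeq2 on 2 groups gave 3.

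Bar heights in Figure 5B were read by eye and are lower than the TPM computed here. For *Thbs1* they are about 650 in vehicle, about 350 in spironolactone, and about 510 in prednisolone, against 1475, 827, and 1182. For *Fos* they are about 1300, about 850, and about 860, against 2837, 1996, and 1963. For *Dusp1* the spironolactone bar is about 870, against 1342. For *Ccl3* they are about 460, about 310, and about 250, against 1189.9, 819.7, and 647. For *Vegfa* they are about 54, about 27, and about 28, against 83.9, 43.7, and 43.6. For *Per1* they are about 92, about 53, and about 41, against 141, 84.7, and 64.0. For *Ccl4* they are about 410, about 270, and about 170, against 996, 670.4, and 417. No alternative to the length model was run, so that the source of these gaps was not tested. The order of the groups was the same for each gene except *Fos* and *Vegfa*, whose drug groups differ little.

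None of the genes the paper names as changed by spironolactone had an adjusted *P* under 0.05 here. All of them except *Thbs3* were called by DESeq2 on all 9 libraries. DESeq2 on 2 groups called *Thbs1*, *Fos*, *Ccl3*, *Dusp1*, *Vegfa*, *Atp2a1*, *Fn1*, *Per1*, *Ccl4*, *Tnf*, *Col4a1*, *Col4a2*, *Dcn*, *Sparc*, *Fbln2*, *Pxdn*, and *Dusp5*. Without a low-count filter edgeR called all but *Thbs3* and *Dusp10*. That fit gave far smaller adjusted *P* values than the other edgeR settings, so that its calls are weak evidence. The fit of 2 groups with edgeR called *Thbs1* and *Vegfa*, and library totals and the replicate block called *Thbs1*. Single libraries left out brought *Thbs1*, *Ccl3*, *Vegfa*, *Hif1a*, *Fn1*, *Ccl4*, *Tnf*, *Col4a1*, *Col4a2*, and *Pxdn* under 0.05. With prednisolone, *Thbs1*, *Fos*, *Atp2a1*, *Flt3*, *Hif1a*, *Fn1*, and *Dusp10* were not past the threshold here. DESeq2 on all 9 libraries and edgeR without a low-count filter called all 7, DESeq2 on 2 groups all but *Thbs1*, the replicate block *Fos*, and library totals *Flt3*. Single libraries left out brought *Thbs1*, *Fos*, *Atp2a1*, *Flt3*, and *Fn1* under 0.05. All these genes moved in the direction the paper gives. For *Dusp10* with prednisolone, which the paper's text does not describe, the direction was that of the authors' deposited table.

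The paper lists *Thbs3* among genes increased by spironolactone. It was higher in mean level here, was called by no setting (adjusted *P* 0.640 to 0.970 over the alternatives), and has an adjusted *P* = 0.724 in the authors' deposited table. The paper ranks *Dusp1* and *Fos* among the 4 highest expressed genes that spironolactone lowers. That holds among the 82 genes lower in the authors' deposited table, where they rank 4 and 3, and not among the 677 genes lower at an unadjusted edgeR *P* under 0.05, where they rank 6 and 5.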

Other observations

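The tests of shared vehicle libraries, exchanged labels, shared genes, heat shock genes, and library totals were chosen only after the result was seen; the test of neutrophil genes was chosen before.

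Overlap between the drug lists can arise from the vehicle libraries they share. All 100 simulations of unchanged groups with shared vehicle libraries gave an overlap as large as the real one, which was 47 genes (53 in the order of DESeq2) and lay below their range of 55 to 92. The correlation of the log2 fold changes, 0.29, also lay below their range of 0.47 to 0.53. Unchanged groups with shared vehicle libraries can thus give an overlap of this size without a common drug effect. The simulated groups held no change by either drug, whereas prednisolone gave 293 calls, against at most 6 in the simulations. Such changes alter which genes enter its list. No simulation kept them with spironolactone unchanged, so that the overlap neither shows nor excludes a common effect. For opposite genes, 0 of 100 simulations gave as many, which argues against shared vehicle libraries in unchanged groups as their only source. A second set of vehicle libraries, 1 for each drug, could settle how many of the shared genes are effects of both drugs.

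Exchange of labels over the 10 splits of each pair of groups gave as many genes only for the real split, 1 of 10, for prednisolone against vehicle and for spironolactone against vehicle, with edgeR and with DESeq2. The largest count in another split was 0 and 36 for prednisolone and 1 and 62 for spironolactone, and 10 splits can give no share below 0.1. In the simulations of unchanged groups, 0 of 100 gave as many genes as prednisolone (293, against at most 6), which argues against chance for prednisolone under that model, whereas 5 of 100 gave as many as spironolactone (3, against at most 4).

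Genes of the glucocorticoid-induced list were not higher with prednisolone (median -0.26, 11 of 14 lower, camera adjusted *P* = 0.00537; -0.44 without prednisolone replicate 2, -0.41 without vehicle replicate 3). They were also lower in the libraries labelled spironolactone (-0.40, 12 of 14 lower, adjusted *P* = 4.38e-05; -0.25 without spironolactone replicate 1), which argues against exchanged labels of the 2 drugs. Without the 3 genes shared with other lists the fitted median with prednisolone was -0.28 (9 of 11 lower, -0.42 to -0.25 over the fits without 1 library), which argues against the shared genes as the source. *Fkbp5* was 63.8 ± 12.1 CPM in vehicle, 40.1 ± 5.75 in spironolactone, and 56.1 ± 5.20 in prednisolone, and *Tsc22d3* was 156 ± 10.4, 121 ± 31.6, and 101 ± 11.5. Lower corticosterone of the mouse itself during treatment, or cells collected long after the last drink, might lie behind this; serum corticosterone and a time course could test both. The receptor gene *Nr3c1* had 94.2 ± 1.33 CPM in vehicle, and *Nr3c2*, which encodes MR, had 0.40 ± 0.38.

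Immediate early and dissociation genes were lower with both drugs (prednisolone -0.41, 20 of 23 lower, camera adjusted *P* = 1.18e-08; spironolactone -0.28, 20 of 23 lower, adjusted *P* = 3.31e-06). These include *Fos* and *Dusp1*. With library totals alone the prednisolone median was -0.38, which argues against normalization. Stress during dissociation was tested with the 6 heat shock genes of the list, whose fitted median with spironolactone was -0.022 (3 of 6 lower), while the other 17 were all lower (-0.42); with prednisolone these were -0.15 and -0.47. This cannot tell stress of other kinds from a drug effect. Dissociation with a transcription inhibitor could.

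The vehicle libraries were farther apart than those of the drugs, and they differed in neutrophil genes: *S100a8* was 39.4 CPM in vehicle replicate 1 and 645 in vehicle replicate 3, and *Ly6g* was 13.6 in replicate 3. Without the neutrophil list the mean distance between vehicle libraries fell from 17.9 to 15.5, still above spironolactone (10.7) and prednisolone (9.84). This argues against the listed neutrophil genes as the only source. Neutrophil transcripts outside the list were left in, so that a different share of neutrophils remains open. Neutrophil genes were lower with prednisolone (-0.71, 10 of 11 lower, camera adjusted *P* = 0.00976), from -1.58 without vehicle replicate 1 to 0.021 without vehicle replicate 3, where the call was lost (adjusted *P* = 0.627). It was also lost with at least 10 counts in every library (median -0.42). The fitted median with prednisolone was -1.61. With spironolactone the change was undecided (0.75, 9 of 11 higher, adjusted *P* = 0.206), from 0.068 without vehicle replicate 1 to 1.88 without vehicle replicate 3, where the list passed, and the fitted median was -0.0062.

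Among other lists, lymphocyte genes were lower with prednisolone (-0.70, 10 of 11 lower, camera adjusted *P* = 0.00507; -0.47 without prednisolone replicate 2), but only 4 of the 11 reached 1 CPM in vehicle, and the call was lost with at least 10 counts in every library. Erythroid genes were lower too (-0.70, 6 of 7, adjusted *P* = 0.0418), but the call was lost without prednisolone replicate 3, spironolactone replicate 1, or vehicle replicate 3 (median -0.38, -0.70, and -0.29, the last with adjusted *P* = 0.343). It was also lost with at least 10 counts in every library, with the 2 groups alone, and with a replicate block. Skeletal muscle (0.45, 13 of 17, adjusted *P* = 0.000592; 0.21 without prednisolone replicate 2, and 0.22 with adjusted *P* = 0.0608 without vehicle replicate 1) and fibro-adipogenic genes (0.16, 13 of 15, adjusted *P* = 0.00884; 0.082 and adjusted *P* = 0.321 without vehicle replicate 1, 0.30 without vehicle replicate 2) were higher. Circadian (-0.044, adjusted *P* = 0.241), dendritic (0.10, adjusted *P* = 0.535), endothelial (0.13, adjusted *P* = 0.436), and monocyte genes (0.16, adjusted *P* = 0.837) did not pass. With spironolactone, fibro-adipogenic genes were higher (0.45, 15 of 15, adjusted *P* = 2.36e-06; 0.29 without vehicle replicate 1) and circadian genes lower (-0.23, 12 of 17, adjusted *P* = 0.00976; -0.076 and adjusted *P* = 0.182 without vehicle replicate 1, -0.13 without spironolactone replicate 3), and monocyte (-0.012, adjusted *P* = 0.489) and F4/80hi macrophage genes (-0.034, adjusted *P* = 0.804) did not pass.

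*Xist* ranged from 65.3 to 712 CPM and *Ddx3y* from 6.61 to 32.9 over the 9 pools, so that the pools differ in the share of cells from female mice. *Mki67* was 184 ± 63.3 CPM in vehicle and 308 ± 16.6 in prednisolone (log2 fold change 0.74 ± 0.20, adjusted *P* = 0.0949), and *Top2a* was 71.8 ± 15.3 and 117 ± 9.48 (0.70 ± 0.13, adjusted *P* = 0.0188).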
